# Iron supplementation regulates the progression of high fat diet induced obesity and hepatic steatosis via mitochondrial signaling pathways

**DOI:** 10.1038/s41598-021-89673-8

**Published:** 2021-05-24

**Authors:** Naho Kitamura, Yoko Yokoyama, Hiroki Taoka, Utana Nagano, Shotaro Hosoda, Tanon Taworntawat, Anna Nakamura, Yoko Ogawa, Kazuo Tsubota, Mitsuhiro Watanabe

**Keywords:** Iron, Nutrient signalling, Obesity, Endocrine system and metabolic diseases

## Abstract

Disruption of iron metabolism is closely related to metabolic diseases. Iron deficiency is frequently associated with obesity and hepatic steatosis. However, the effects of iron supplementation on obesity and energy metabolism remain unclear. Here we show that a high-fat diet supplemented with iron reduces body weight gain and hepatic lipid accumulation in mice. Iron supplementation was found to reduce mitochondrial morphological abnormalities and upregulate gene transcription involved in mitochondrial function and beta oxidation in the liver and skeletal muscle. In both these tissues, iron supplementation increased the expression of genes involved in heme or iron–sulfur (Fe–S) cluster synthesis. Heme and Fe–S cluster, which are iron prosthetic groups contained in electron transport chain complex subunits, are essential for mitochondrial respiration. The findings of this study demonstrated that iron regulates mitochondrial signaling pathways—gene transcription of mitochondrial component molecules synthesis and their energy metabolism. Overall, the study elucidates the molecular basis underlying the relationship between iron supplementation and obesity and hepatic steatosis progression, and the role of iron as a signaling molecule.

## Introduction

Iron homeostasis, a complex process that manifests as iron accumulation or deficiency, is often associated with metabolic diseases when disrupted. Iron deficiency, an aspect of iron metabolism disruption, is a global epidemic^1^, which poses a concern for metabolic abnormalities that affect approximately 25% of the world population. Similarly, obesity and associated hepatic steatosis are a global issue which increases the risk of developing chronic diseases such as non-alcoholic steatohepatitis (NASH), cardiovascular disease, type-2 diabetes mellitus (T2DM), retinopathy, and certain cancers^2^. Iron deficiency is positively associated with obesity and hepatic steatosis^3,4^. The reduction in obesity improves iron status^5,6^. Furthermore, iron deficiency causes an increase in hepatic lipogenesis and deteriorates systemic lipid homeostasis^7,8^. Evidently, co-occurrence of iron deficiency, obesity, and hepatic steatosis is more than mere coincidence; rather, they are molecularly related and influence each other^9^.

Several studies suggest that mitochondrial dysfunction might be one of the underlying central factors that is associated with iron deficiency^10,11^, obesity^12^, and hepatic steatosis^13^. Iron deficiency decreases gene expressions associated with beta-oxidation in mitochondrial-rich liver and skeletal muscle^8^, which are important target tissues in the prevention and treatment of obesity and hepatic steatosis. However, the mechanism through which iron regulates mitochondrial-related energy metabolism in obesity and hepatic steatosis model remains largely unknown. Therefore, we hypothesized that iron supplementation, a common and effective approach to treating iron deficiency^14^, could prevent the progression of obesity and hepatic steatosis and designed the present study to test this hypothesis. This study provides insights into the effect of iron supplementation on mitochondrial-related energy metabolism signaling pathways through comprehensive gene expression analysis in the liver and skeletal muscle of iron-supplemented high-fat diet-induced obese mice, addressing the gap to date.

## Results

### Iron supplementation attenuates the increase in body weight and plasma lipids

We first evaluated the metabolic effects of iron supplementation using sodium ferrous citrate (SFC) in male C57BL/6J mice, which received either an open source control diet (Control), high-fat diet (HF), or HF supplemented with SFC (HF + SFC) for 15 weeks. Since the liver is a major iron storage organ and reflects changes in iron storage associated with dietary iron supplementation^15^, we measured hepatic iron level as an index of body iron. The findings showed that the hepatic iron level was significantly decreased in HF-fed mice compared to Control-fed mice (Fig. 1a). Hepcidin is a master hormone regulator of iron metabolism and is produced little or none when intracellular iron is deficient. The expression of *Hamp1*, which encodes hepcidin, was also significantly decreased in the liver (Fig. 1b). These results are common symptoms of iron deficiency induced by HF feeding^16^. Compared to HF-fed mice, iron supplementation significantly increased hepatic iron level and *Hamp1* gene expression (Fig. 1a,b), indicating that HF-induced iron deficiency is attenuated by iron supplementation. Compared with Control-fed mice, the body weight of HF-fed mice increased significantly 1 week following diet initiation (Fig. 1d). The total body weight gain was also significantly increased (Fig. 1e). However, compared to HF-fed mice, the increase in body weight of iron supplemented mice was significantly suppressed from 10 to 15 weeks, and total body weight gain was significantly decreased despite no changes in average food and cumulative energy intake (Fig. 1c–g). The weight of epididymal white adipose tissue (epiWAT) and mesenteric white adipose tissue (mWAT) was significantly increased in HF-fed mice, compared with that of Control-fed mice (see Supplementary Fig. S1a,b). In addition, the mWAT weight was 1.85 ± 0.17 g in HF-fed mice and 1.34 ± 0.21 g in HF + SFC-fed mice (*p* = 0.058, HF vs. HF + SFC) (see Supplementary Fig. S1b). Furthermore, the body temperature of the HF-fed mice was significantly lower than that of the Control-fed mice (see Supplementary Fig. S1c). The body temperature was 36.93 ± 0.07 ℃ in HF-fed mice and 37.10 ± 0.07 ℃ in HF + SFC-fed mice (*p* = 0.095, HF vs. HF + SFC). Plasma total cholesterol (T-Cho), insulin, and blood glucose levels were significantly increased in HF-fed mice compared with those of the Control-fed mice (Fig. 2a,c,d). Compared with HF-fed mice, iron supplementation significantly reduced T-Cho levels and glucose levels (Fig. 2a,c), whereas plasma triglycerides (TG) and insulin levels did not show significant changes by iron supplementation (Fig. 2b,d).

**Figure 1:**
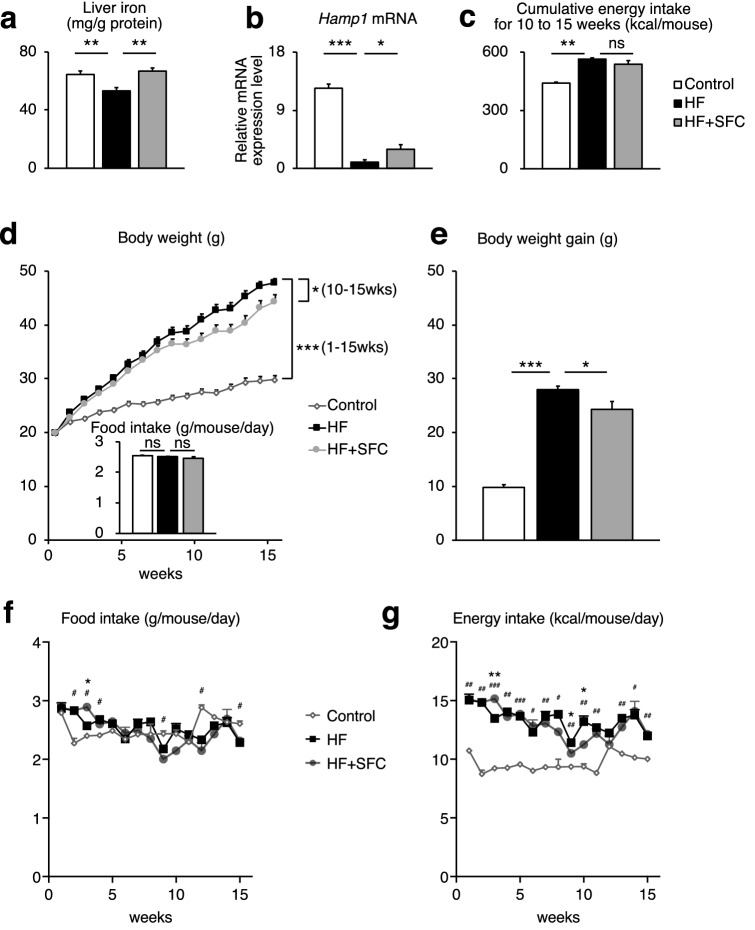
Iron supplementation reduces diet-induced weight gain. (**a**–**g**) Male C57BL/6J mice of 6 weeks of age were fed with an open source control diet (Control; 10% kcal fat), a high-fat diet (HF; 60% kcal fat), or a high-fat diet supplemented with sodium ferrous citrate (HF + SFC) for 15 weeks. (**a**) Liver iron content. The values were corrected using tissue protein levels (*n* = 5–6). (**b**) Analysis of *Hamp1* mRNA expression (*n* = 4–6). (**c**) Cumulative energy intake for 10–15 weeks per mouse per cage. (**d**) Body weight and food intake in the different groups (*n* = 11–12). Food intake was measured for 15 weeks. (**e**) Body weight gain from 0 to 15 weeks after administering (*n* = 11–12). (**f**, **g**) Longitudinal, (**f**) food, or (**g**) energy intake. Data are shown as mean ± SEM values. Statistical analysis was performed using one-way ANOVA followed by Holm–Sidak’s post hoc test. (**a**–**e**) *p < 0.05; **p < 0.01; ***p < 0.001; ns, not significant. (Significant differences vs. HF). (**f**, **g**) *p < 0.05. (Significant differences in HF vs. HF + SFC). ^#^*p* < 0.05; ^##^*p* < 0.01; ^###^*p* < 0.001. (Significant differences in HF vs. Control).

**Figure 2:**
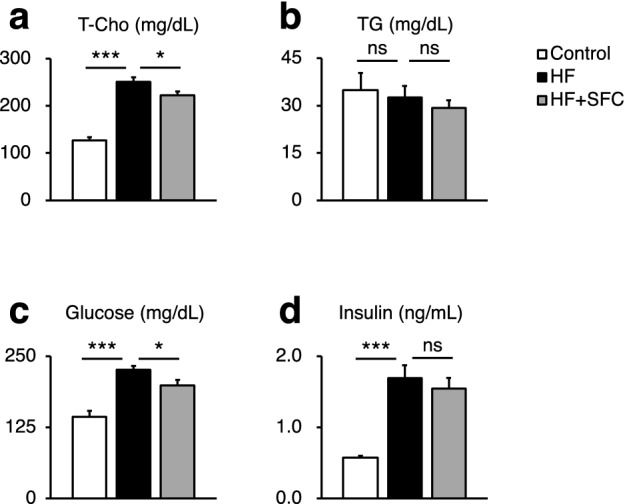
Metabolic parameters. (**a**–**d**) Male C57BL/6 J mice of 6 weeks of age were fed with each diet for 15 weeks as specified in Fig. 1. (**a**, **b**) Plasma levels of (**a**) total cholesterol (T-Cho); and (**b**) triglycerides (TG) in C57BL/6J mice after 15 weeks on different diets (*n* = 5–6). (**c**, **d**) (**c**) Blood glucose; and (**d**) plasma insulin levels after 8 weeks on different diets (*n* = 12). Data are expressed as mean ± SEM values. Statistical analysis was performed using one-way ANOVA followed by Holm–Sidak’s post hoc test. *p < 0.05; ***p < 0.001; ns, not significant. (Significant differences vs. HF).

### Iron supplementation reduces hepatic lipid accumulation

The results of Hematoxylin–Eosin (H&E) staining and Oil Red O staining consistently showed severe lipid accumulation in the livers of HF-fed mice compared to that of the Control-fed mice (Fig. 3a). However, the accumulation of lipid droplets in the liver of mice supplemented with iron was less than that of mice fed with HF (Fig. 3a). Furthermore, H&E staining would suggest not only a change in total liver lipid, but also the morphology of the lipid droplets. The size of these lipid droplets was smaller in iron-supplemented mice than that in HF-fed mice. Consistent with the above histological findings, HF-fed mice showed significantly increased liver weight, TG, and T-Cho levels compared with those of Control-fed mice, whereas iron supplementation significantly reduced TG and T-Cho accumulation compared with those of HF-fed mice (Fig. 3b-d).

**Figure 3:**
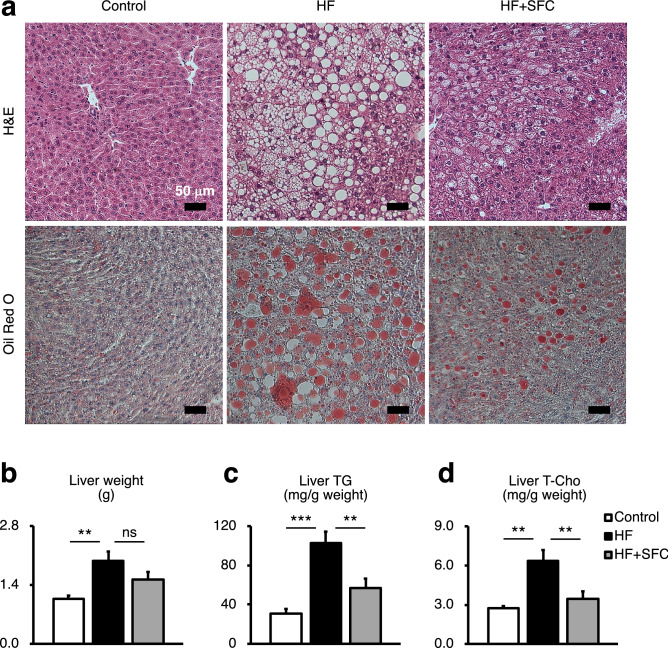
Iron supplementation reduces hepatic lipid accumulation. (**a**–**d**) Male C57BL/6J mice of 6 weeks of age were fed with each diet for 15 weeks as specified in Fig. 1. (**a**) Representative image of Hematoxylin–eosin (H&E) and Oil Red O stained liver sections. Scale bar is 50 μm. (**b**) Weight of liver (*n* = 5–6). (**c**, **d**) (**c**) Liver triglycerides (TG); and (**d**) total cholesterol (T-Cho) content (*n* = 5–6). The values were corrected by the tissue weight. Data are expressed as mean ± SEM values. Statistical analysis was performed using one-way ANOVA followed by Holm–Sidak’s post hoc test. **p < 0.01; ***p < 0.001; ns, not significant. (Significant differences vs. HF).

### Iron supplementation reduces morphological abnormalities of the mitochondria and increases transcription of genes associated with energy metabolism in the liver and skeletal muscle

To explore the molecular basis of iron-induced reduction in body weight gain and hepatic lipid accumulation, we investigated the transcription of genes associated with energy metabolism in the liver and skeletal muscle in HF-fed and HF + SFC-fed groups. 

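Gastrocnemius muscle of the Control (10% kcal fat), HF (60% kcal fat) and HF + SFC (60% kcal fat with 0.023% SFC) groups was measured on Affymetrix GeneChip mouse arrays, with 1 array per group and 3 arrays in all. Each array held a mix of all samples of its group, which the legend of Fig. 4 calls cDNA and the sample labels describe as labelled cRNA made from total RNA. The paper gives 6 weeks of age at the start and 15 weeks of diet, whereas the sample labels give an age of 21 months. The authors' values are MAS5 intensities on a linear scale for 45101 probe sets, where a probe set is a group of short probes against 1 transcript. Their mean after trimming of 2% at each end was 499.8 on every array, and their median was 63.63 for Control, 67.39 for HF and 68.03 for HF + SFC. The ratio of the 3' to the 5' control probe set, a measure of RNA integrity, was 0.842, 0.832 and 0.820 for Gapdh and 1.09, 1.52 and 1.15 for beta-actin in Control, HF and HF + SFC. In all, 34945 probe sets carried 1 gene symbol and covered 18194 genes, while 932 with several symbols and 9160 with none were left unnamed here. Each gene was represented by its brightest probe set (the highest mean log2 signal over the arrays), and a gene was counted as at least 1.5-fold higher or lower when any of its probe sets was. Probe sets of 1 gene, which may bind different transcripts, differed more where 1 of them was dim. Among 3966 genes whose next brightest probe set lay below the median signal, the log2 ratios of HF + SFC to HF from that probe set and the brightest differed with an SD of 1.9 (r = 0.022 across genes). Among 2445 genes whose next brightest probe set lay above the 75th percentile the SD was 0.23 and r was 0.20. With 1 pooled sample per group, the differences have no replicate check and no statistical test was run. For a gene list, the percentile of its median log2 ratio among 10000 random lists of the same size and mean signal is given as a description of these arrays.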

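On the muscle arrays, nuclear-encoded subunits of the respiratory chain had slightly higher signals in HF + SFC than in HF. Of 82 subunits of complexes I to V, 71 were higher and 11 lower, with a median log2 ratio of 0.12 (1.09-fold), and none reached 1.5-fold on its brightest probe set. Counting any probe set, 7 subunits were at least 1.5-fold higher and 7 at least 1.5-fold lower, with 1 counted in both directions. The medians were 0.12 for complex I, which accepts electrons from NADH, 0.11 for complex II, and 0.12 for complexes III, IV and V. Ndufa1 (24719 in HF and 30645 in HF + SFC) and Cox7c (93.9 and 112.6) had the highest ratios among list members above the median signal. The Cox7c probe set was dim, not far above the array medians of 67.39 and 68.03. Ndufs8 (20270 and 17920) and Atpif1 (1664 and 1513), an ATP synthase inhibitor counted here with the subunits, had the lowest ratios. Mitochondrial ribosomal proteins, which translate the genes of mitochondrial DNA, went both ways: 43 of 76 were higher and 33 lower, with a median log2 ratio of 0.030. Among them Mrps15 had 3444 in HF and 4409 in HF + SFC, and Mrpl3 had 2164 and 1765. Other genes of mitochondrial translation, such as tRNA ligases and elongation factors, were higher in 18 of 28 cases, with a median log2 ratio of 0.092. They included Mars2 (96.9 and 144) and Tsfm (854 and 1228), while Vars2 (176 and 103) and Guf1 (82.9 and 64.2) were lowest. Markers of muscle fibres were also higher in HF + SFC, with a median log2 ratio of 0.28 for 14 slow fibre markers and 0.21 for 17 fast fibre markers. Genes of cytosolic ribosomal proteins had a median of 0.092 (36 of 50 higher), at percentile 97.4 of matched random lists. Adipocyte markers had a median of -0.093 (11 of 16 lower) and fibroblast and matrix markers -0.058 (15 of 24 lower), and the beta-actin 3' to 5' ratio was 1.52 in HF and 1.15 in HF + SFC. The respiratory chain median lay at percentile 100.0 of matched random lists, the mitochondrial ribosomal median at 72.7 and that of the other mitochondrial translation genes at 97.6. With 100 bins of signal in place of 20, chosen after that value was seen, random lists had a median of 0.098 and the percentile was 97.0 (0.088 and 99.2 without the list's own members), and after quantile normalization the respiratory chain median was 0.036, at percentile 93.3.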

Gene Set Enrichment Analysis (GSEA) indicated that genes upregulated by iron supplementation were highly enriched in the mitochondrial-associated signaling pathways that regulate processes such as oxidative phosphorylation, respiratory electron transport or translation in the liver and skeletal muscle (Fig. 4a,b, and Supplementary Fig. S2a). Similarly, as indicated by the arrows, an analysis using Transcriptome Analysis Console (TAC) software identified the electron transport chain (ETC), oxidative phosphorylation, and fatty acid beta-oxidation as pathways containing genes upregulated by iron supplementation in both the liver and skeletal muscle (Fig. 4c,d). 

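Genes listed for fatty acid beta-oxidation, which breaks fatty acids down to acetyl-CoA, showed no common direction in muscle. The list was not limited to mitochondrial enzymes of this pathway, as it also holds Acaa1a, Ehhadh, Acsl3, Acacb and Slc22a5. Of 32 measured genes, 19 were higher and 13 lower in HF + SFC than in HF, the median log2 ratio was 0.027, and none reached 1.5-fold on its brightest probe set. Acot2, a mitochondrial acyl-CoA thioesterase, had a signal of 2241 in HF and 2815 in HF + SFC, and the carnitine transporter Slc22a5 had 687 and 809. The lowest ratios were those of Acaa1a (520 and 385) and Acsl3 (1093 and 826). Genes of the tricarboxylic acid cycle and pyruvate dehydrogenase were higher in 21 of 24 cases, with a median log2 ratio of 0.062. They included Pdha1 (16000 and 18520) and Pdk1 (2292 and 2793), a kinase that inhibits pyruvate dehydrogenase. The inhibitory kinases Pdk2 and Pdk4 also counted among the higher genes. Mdh1 (30768 and 28758), the cytosolic malate dehydrogenase, and Idh3a (21070 and 20700) were lowest. The mitochondrial form Mdh2 had 33060 and 36880. The beta-oxidation median lay at percentile 41.0 of matched random lists and the tricarboxylic acid cycle median at percentile 75.5. When all probe sets of a gene were averaged, the beta-oxidation median was -0.007.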

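Of the genes that the muscle pathway map of Fig. 4g colours as upregulated, 9 were analysed here. They were the complex I subunits Ndufb9 and Ndufb2, Sdha of complex II, Uqcrq of complex III, and Atp5c1, Atp5g2 and the inhibitor Atpif1 of ATP synthase. The uncoupling protein family members Slc25a27 and Slc25a14 completed the 9 genes. Each had at least 1 probe set that was 1.5-fold or more higher in HF + SFC than in HF. Slc25a14 was higher on its brightest probe set, from 76.6 to 133 (1.73-fold). For the other 8 genes, the ratio came from a dimmer probe set. Ndufb9 had 5.83 in HF and 40.3 in HF + SFC on its dimmest probe set (6.92-fold), and 32789 and 37032 on its brightest (1.13-fold). Atp5g2 had 1.65 and 20.0 on a dim probe set (12.1-fold), and 13605 and 14901 on its brightest (1.10-fold). The corresponding ratios were 5.29-fold and 1.15-fold for Ndufb2, 3.83-fold and 1.10-fold for Sdha, 1.87-fold and 1.15-fold for Atp5c1, 1.60-fold and 1.05-fold for Uqcrq, and 1.65-fold and 1.26-fold for Slc25a27. Other dim probe sets of the same genes went both ways, with ratios of 0.220 and 1.37 for Uqcrq, 0.530 and 0.777 for Slc25a27, 0.969 for Atp5g2 and 1.33 for Sdha. Atpif1 had ratios of 1.55 and 2.81 on its dim probe sets and 0.909 on its brightest. Over the 9 genes, the 10 probe sets at 1.5-fold or more had a median signal of 28.1 in HF, and the brightest probe sets a median of 17520. The genes were picked by the study from these arrays, so their direction is not independent evidence.

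**Figure D1:**
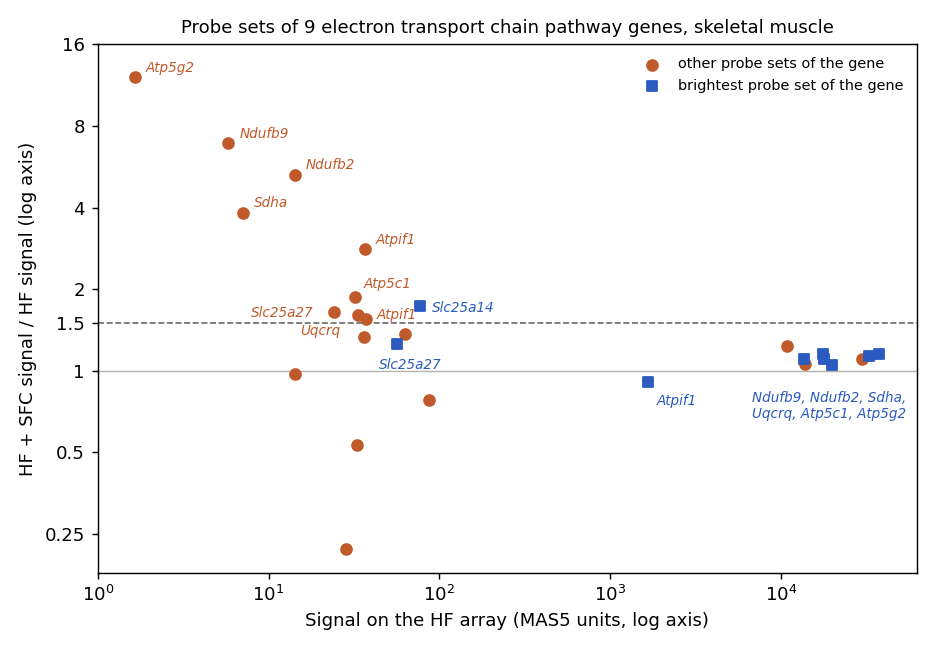
Ratio of the HF + SFC to the HF signal (log axis) against the signal on the HF array (MAS5 units, log axis) for each probe set of the 9 genes, with 1 pooled sample per array. Squares are the brightest probe set of each gene, circles its other probe sets, and the dashed line is 1.5-fold; among squares only Slc25a14 lies above it, at 1.73-fold.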

In the mitochondrial ETC pathway of the liver and skeletal muscle, highly upregulated genes by iron supplementation included those encoding each respiratory chain complex I–V, uncoupling of proteins and/or adenine nucleotide translocator (Fig. 4e,g). Furthermore, HF + SFC-fed group upregulated more than half of the downregulated mitochondrial genes in the HF-fed group (93 genes in the liver, 52.84%; 70 genes in the skeletal muscle, 52.24%) (Fig. 4f,h); HF-induced mitochondrial abnormalities may have been prevented by iron supplementation. These data suggest that mitochondria may play an important role in mechanisms via which iron supplementation attenuates a decline in energy metabolism in the HF-fed group.

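Of 544 mitochondrial genes measured in muscle, 76 were at least 1.5-fold lower in HF than in Control and 73 at least 1.5-fold higher in HF + SFC than in HF. The 41 genes in both sets made up 53.9% of those lower in HF (95% Wilson interval 42.8 to 64.7%, for counting error only). Over all 18194 genes the share was 65.0% (63.6 to 66.4%). In the other direction, 84 genes were higher in HF than in Control and 78 lower in HF + SFC than in HF, and 44 were in both sets, 52.4% of those higher in HF. On brightest probe sets, 354 of the 544 were lower in HF than in Control (median log2 ratio -0.069, percentile 0.0 of matched random lists) and 339 were higher in HF + SFC than in HF (0.049, percentile 99.8). In HF against Control, marker medians were 0.46 for adipocytes, 0.37 for fibroblasts and matrix, 0.35 for leukocytes, -0.44 for slow fibres and -0.12 for fast fibres. In HF + SFC against HF the same medians were -0.093, -0.058, -0.045, 0.28 and 0.21. The beta-actin 3' to 5' ratio was 1.09 in Control, 1.52 in HF and 1.15 in HF + SFC, and the Gapdh ratio 0.842, 0.832 and 0.820. The mitochondrial genes were taken from pathway lists and not from MitoCarta2.0, which was not used here. Among the genes higher in HF + SFC, 12 passed 1.5-fold on their brightest probe set and the other 61 on a dimmer probe set only. The 12 included the ADP/ATP carrier Slc25a31 (12.3 in Control, 4.42 in HF and 9.92 in HF + SFC). They also included the citrate synthase-like gene Csl (15.5, 4.96 and 7.59). These readings lie far below the array medians of 63.63, 67.39 and 68.03 and may be background. The bright ADP/ATP carrier Slc25a4 had 51020, 50370 and 56180. Both sets share the HF array, so a chance low there enters both. Under the any probe set rule, a gene could also enter the sets through different probe sets. When the 3 values of each gene were shuffled between the arrays 10000 times, the share had a median of 55.7% and a middle 95% of 46.2 to 65.4%, and independent sets of these sizes would share 10.2 genes. With the brightest probe set only, the share was 28.6%. From the overlap, the paper proposes that iron supplementation may have prevented mitochondrial abnormalities caused by the HF diet.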

**Figure 4:**
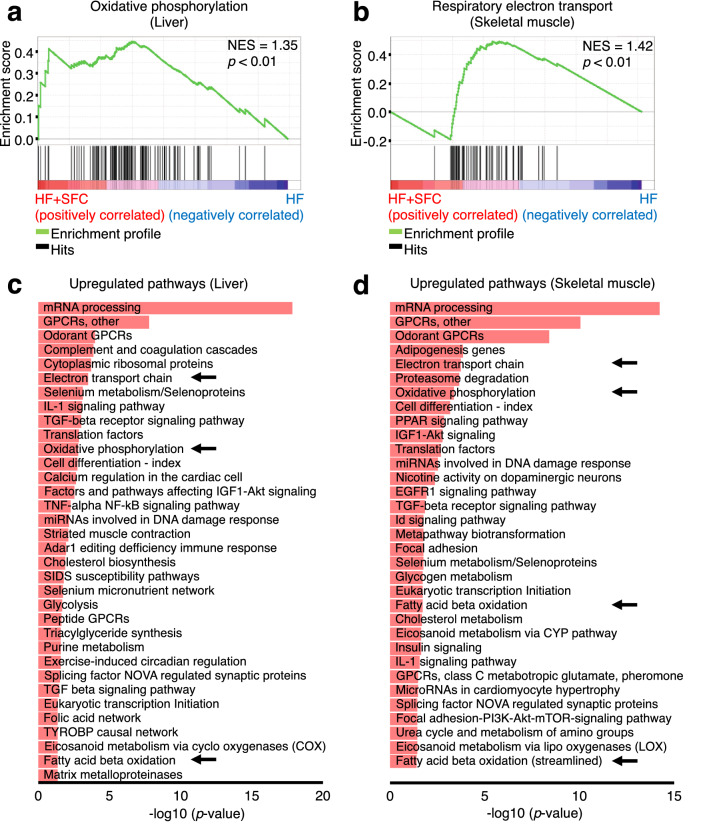

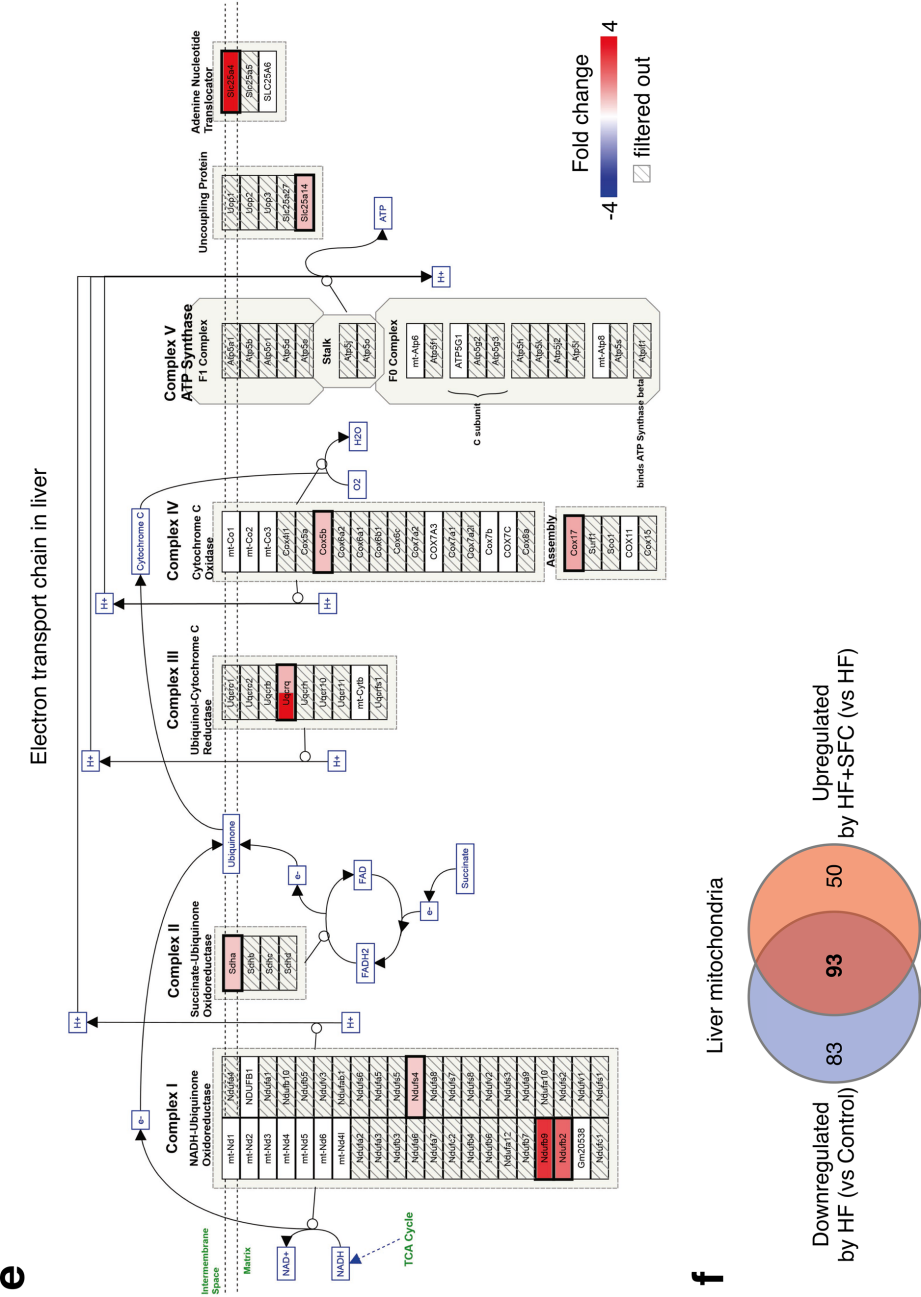

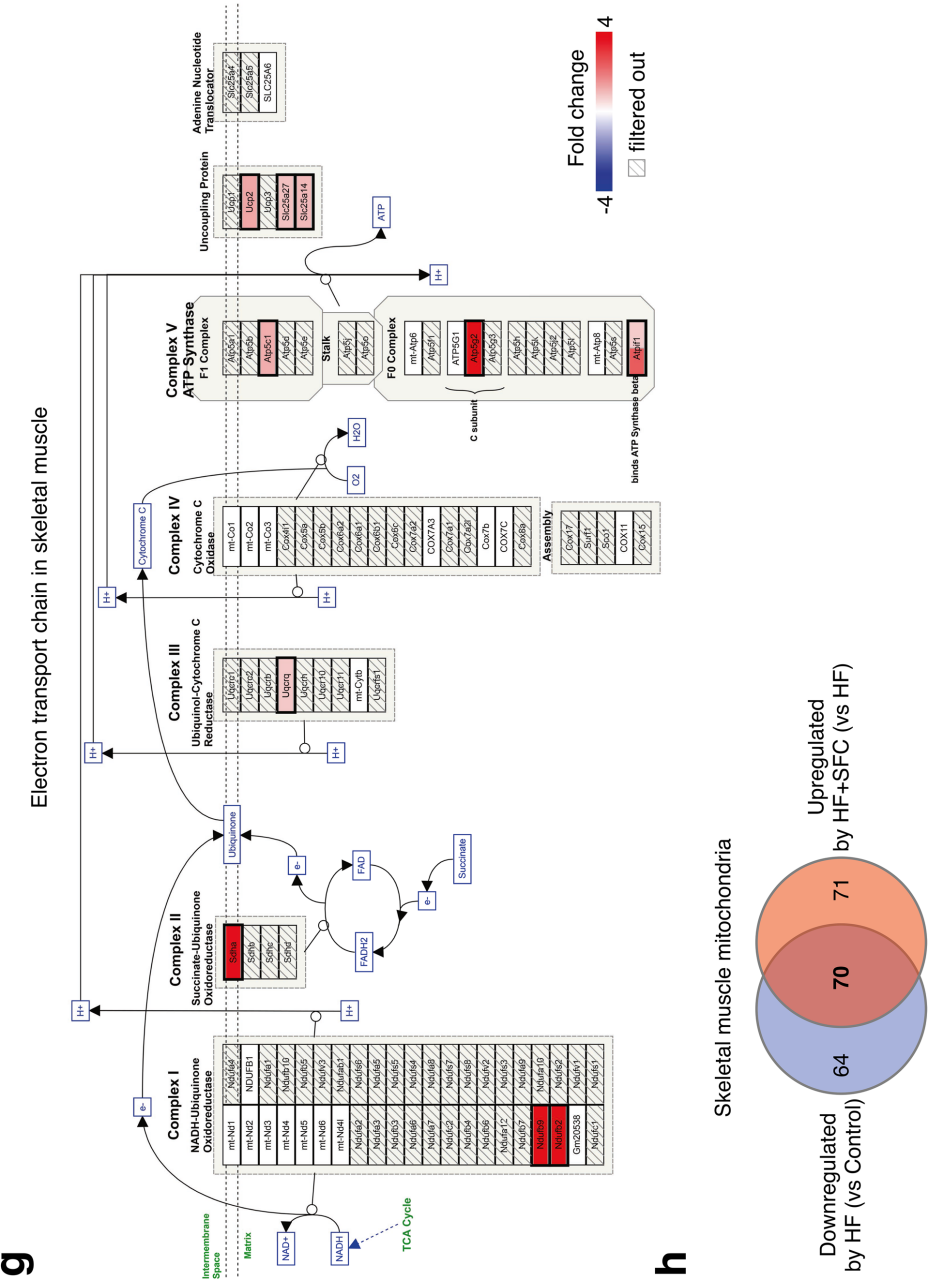
Microarray analysis shows iron supplementation improves transcription of energy metabolism and mitochondrial related genes in the liver and skeletal muscle. (**a**–**h**) Male C57BL/6J mice of 6 weeks of age were fed with each diet for 15 weeks as specified in Fig. 1. For each group, a mix of all sample cDNAs was used. (**a**, **b**) Enrichment plots of genes upregulated in HF + SFC (**a**) liver; and (**b**) skeletal muscle (compared to HF). (**a**) The Kyoto Encyclopedia of Genes and Genomes (KEGG) database; or (**b**) Reactome database was used. The analysis was performed by Gene Set Enrichment Analysis (GSEA). *NES* normalized enrichment score. (**c**, **d**) Pathways containing upregulated genes by greater than or equal to 1.5-fold in HF + SFC (**c**) liver; and (**d**) skeletal muscle (compared to HF) (*p* < 0.05). WikiPathways database was used. The analysis was performed by Transcriptome Analysis Console (TAC). (**e**, **g**) Pathway mapping for electron transport chain (ETC) in (**e**) liver; and (**g**) skeletal muscle. Upregulated genes in HF + SFC are shown as red gradations (compared to HF). The analysis was performed by TAC. The pathway mapping was created on the basis of the Wikipathways database (https://www.wikipathways.org/index.php/Pathway:WP295). (**f**, **h**) Venn diagrams representing the number of differentially expressed mitochondrial genes (greater than or equal to 1.5-fold) in (**f**) liver; and (**h**) skeletal muscle. Mitochondrial genes were based on the MitoCarta2.0 database.

As shown in Fig. 5a, the morphometric analysis of skeletal muscle via electron microscopy revealed regularly aligned small mitochondria in Control-fed mice. However, the mitochondria were frequently fused or swollen and the organization of sarcomeres was disturbed in HF-fed mice. These morphological abnormalities of mitochondria are observed in aged rodents’ skeletal muscle with declined energy metabolism^17^. In contrast, well organized and regularly arranged sarcomere and mitochondria were observed in the skeletal muscle of iron supplemented mice, indicating the attenuating effects of iron on the morphological abnormalities induced by HF feeding.

**Figure 5:**
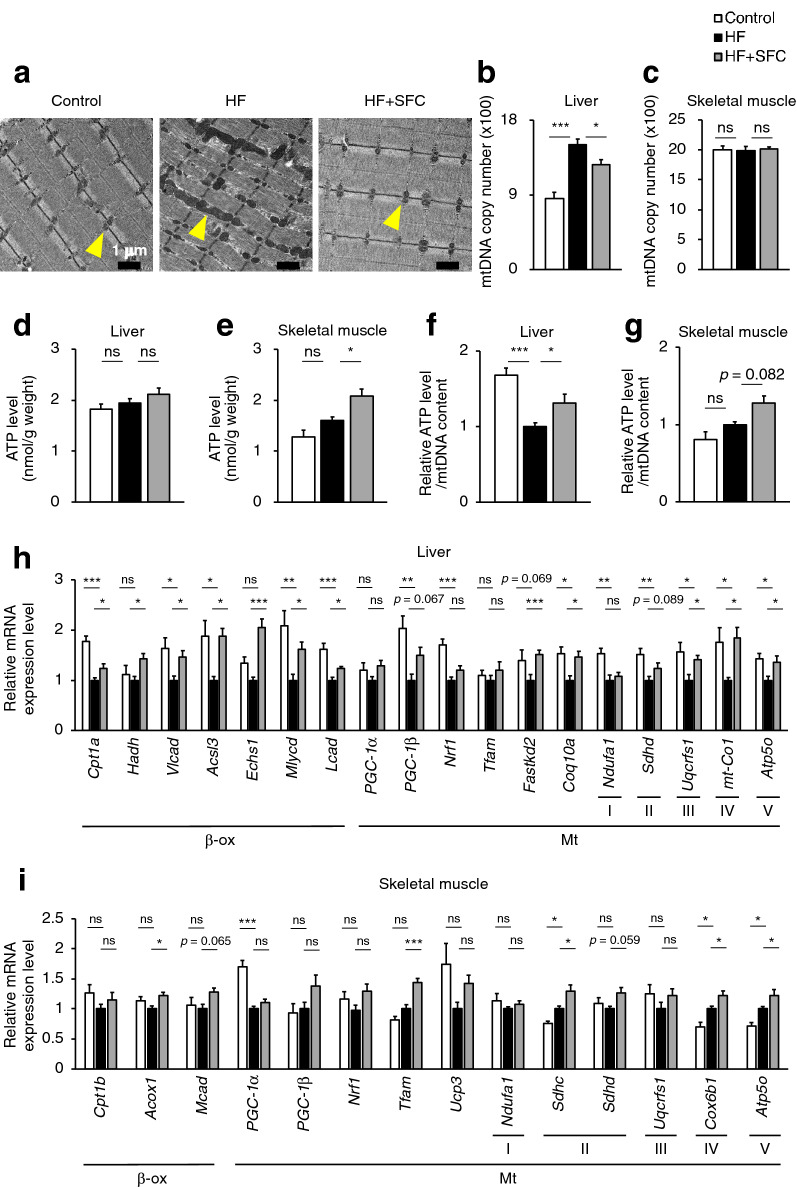
Iron supplementation reduces mitochondrial morphological abnormalities and increases mitochondrial-associated gene expression. (**a**–**i**) Male C57BL/6J mice of 6 weeks of age were fed with each diet for 15 weeks as specified in Fig. 1. (**a**) Representative image of transmission electron microscopy analysis in skeletal muscle. Yellow arrows point to the mitochondria. Scale bar is 1 μm. (**b**, **c**) Copy number of mitochondrial DNA (mtDNA) in (**b**) liver and (**c**) skeletal muscle (*n* = 5–6). (**d**, **e**) ATP levels normalized by tissue weight in (**d**) liver and (**e**) skeletal muscle (*n* = 5–6). (**f**, **g**) ATP levels normalized by mtDNA in (**f**) liver and (**g**) skeletal muscle (*n* = 5–6). (**h**, **i**) Analysis of mRNA expression related to fatty acid beta oxidation (β-ox), mitochondrial (Mt), mitochondrial respiratory chain complex I (I), II (II), III (III), IV (IV), and V (V) in (**h**) liver; and (**i**) skeletal muscle (*n* = 5–6). Data are expresses as mean ± SEM values. Statistical analysis was performed using a one-way ANOVA followed by Holm–Sidak’s post hoc test. *p < 0.05; **p < 0.01; ***p < 0.001; ns, not significant. (Significant differences vs. HF).

In the liver, the copy number of mitochondrial DNA (mtDNA) was significantly higher in HF-fed mice than that in Control-fed mice, and significantly decreased in HF + SFC-fed mice compared to that in HF-fed mice (Fig. 5b). In contrast, in skeletal muscle, there were no significant changes among the three groups (Fig. 5c). ATP levels in the liver were not significantly different among the three groups (Fig. 5d). In the skeletal muscle, however, they were significantly increased in HF + SFC-fed mice compared to that in HF-fed mice (Fig. 5e). Furthermore, in the liver of HF-fed mice, the ATP levels normalized by mtDNA (ATP/mtDNA) were significantly decreased compared to those in Control-fed mice (Fig. 5f). In contrast, iron supplementation significantly increased hepatic ATP/mtDNA in HF + SFC-fed mice than in HF-fed mice (Fig. 5f). The ATP/mtDNA of skeletal muscle were 1.00 ± 0.04 in HF-fed mice and 1.28 ± 0.09 in HF + SFC-fed mice (*p* = 0.082, HF vs. HF + SFC) (Fig. 5g).

Next, we evaluated the expression of the genes regulating energy metabolism using qRT-PCR (Fig. 5h,i). In the liver, expression of genes involved in beta-oxidation and mitochondrial ETC were significantly decreased in HF-fed mice compared to the Control-fed mice. On the contrary, in the skeletal muscle, the expression of the genes encoding the mitochondrial ETC were significantly increased in HF-fed mice. Previous studies have shown that mitochondrial ETC levels are decreased in the liver but increased in the skeletal muscle by high fat diet feeding^18,19^, showing a trend similar to our data. Furthermore, in the liver, comparing HF-fed mice with HF + SFC-fed mice, iron supplementation significantly increased the expression of genes encoding components of beta-oxidation, such as carnitine palmitoyltransferase 1a (*Cpt1a*), hydroxyacyl-CoA dehydrogenase (*Hadh*), very long-chain acyl-CoA dehydrogenase (*Vlcad*), acyl-CoA synthetase long-chain family member 3 (*Acsl3*), enoyl-CoA hydratase short chain 1 (*Echs1*), malonyl-CoA decarboxylase (*Mlycd*), and long-chain acyl-CoA dehydrogenase (*Lcad*). In addition, the expression of genes involved in maintaining the function of the mitochondrial ETC, such as FAST kinase domains 2 (*Fastkd2*) and coenzyme Q10A (*Coq10a*), and those encoding mitochondrial ETC components, such as ubiquinol-cytochrome c reductase Rieske iron–sulfur polypeptide 1 (*Uqcrfs1*), mitochondrially encoded cytochrome c oxidase I (*mt-Co1*), and the ATP synthase H+ transporting mitochondrial F1 complex O subunit (*Atp5o*), were significantly increased by iron supplementation (Fig. 5h). In the skeletal muscle, similarly, the expression of genes encoding components of beta oxidation and the mitochondrial ETC, such as acyl-CoA oxidase 1 (*Acox1*), succinate dehydrogenase complex subunit C (*Sdhc*), cytochrome c oxidase subunit 6B1 (*Cox6b1*), and *Atp5o* were significantly increased by iron supplementation. The expression of other mitochondrial related gene such as mitochondrial transcription factor A (*Tfam*) was also significantly increased (Fig. 5i). It should be considered that *Acox1*-encoded peroxisomal oxidation is very limited in skeletal muscle, and the functional role and importance of uncoupling protein 3 (*Ucp3*) is still very much up for debate. However, these findings supported the results of comprehensive gene expression analyses (Fig. 4).

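On the muscle arrays, genes that the paper measured by qRT-PCR had ratios of HF + SFC to HF between 0.717 and 1.24 on their brightest probe sets. The complex II subunit Sdhc had a signal of 14398 in Control, 13589 in HF and 14388 in HF + SFC, Cox6b1 of complex IV had 38631, 35756 and 39812, and Atp5o of ATP synthase had 23646, 22506 and 24418. Tfam, the mitochondrial transcription factor A, had 2516, 2683 and 2933. The ratio of HF + SFC to HF was 1.06 for Sdhc, 1.11 for Cox6b1, 1.08 for Atp5o and 1.09 for Tfam. It was 1.06 for Sdhd, 1.03 for Uqcrfs1, 1.04 for Acadm, 1.20 for Ppargc1b and 1.02 for Nrf1. The highest ratio of the 12 genes of Fig. 5i analysed here was that of Ndufa1 at 1.24, and the lowest that of Ppargc1a, a coactivator of mitochondrial biogenesis, at 0.717. Ppargc1a had 2991 in Control, 2515 in HF and 1803 in HF + SFC, and each of its other probe sets was also lower in HF + SFC than in HF. Ucp3 had 5431, 3409 and 3229. On dimmer probe sets the ratio was 0.594 for Sdhd (4407 in HF and 2620 in HF + SFC), 0.885 for Sdhc and 0.914 for Atp5o. On such probe sets it was 1.08 for Cox6b1 and 0.997 for Tfam, and the lowest for Nrf1 was 0.369.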

### Iron supplementation upregulates the synthetic pathways of heme and iron–sulfur (Fe–S) cluster, the iron prosthetic groups, in the liver and skeletal muscle

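In muscle, 4810 of 18194 genes had a probe set at least 1.5-fold higher in HF + SFC than in HF, and 4735 had one at least 1.5-fold lower. Of 544 mitochondrial genes, 73 were higher and 78 lower. A gene with several probe sets could count in both directions, as 14 mitochondrial genes and 1055 of all genes did. Mutyh, a DNA repair glycosylase with an iron-sulfur cluster, was higher on its only probe set (72.0 in HF and 142 in HF + SFC). So was the carrier Slc25a31 (4.42 and 9.92), far below the array medians of 67.39 and 68.03. The translation factor Tufm was higher on a probe set at 10.3 and 56.5 and lower on its brightest at 2444 and 1986, and Mdh1 was higher on one at 11.8 and 55.1, lower on its brightest at 30768 and 28758, and slightly higher on the next brightest at 27376 and 28948 (1.06-fold) and at 12839 and 13411 (1.04-fold). Among 32 genes drawn in the networks of Fig. 6c, which the study chose from these arrays, 30 had a probe set at 1.5-fold or more and 4 had it on their brightest probe set. The median ratio of the 32 brightest probe sets was 1.06. Genes at low signal passed most often: with 1 probe set per gene, 31.5% of 6836 genes below the median signal were at least 1.5-fold higher, against 0.269% of 6690 genes above the 75th percentile. With that probe set only, 2484 genes and 12 mitochondrial genes were at least 1.5-fold higher.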

To investigate the mechanism by which iron supplementation increased the transcription of mitochondrial-associated genes, we focused on 51 common mitochondrial genes whose expression levels were upregulated in both liver and skeletal muscle of the HF + SFC-fed group compared to the HF-fed group (Fig. 6a, Supplementary Table S1). These genes were highly enriched in pathways associated with the heme and iron–sulfur (Fe–S) cluster, in addition to the mitochondrial energy metabolism (Fig. 6b). Heme and Fe–S cluster are iron prosthetic groups formed from iron processed in mitochondria and contained in ETC complex subunits. Six (11.76%) of the 51 genes were annotated with heme and Fe–S cluster, four genes formed energy generation and ETC associated networks with other mitochondrial genes (Fig. 6c), suggesting the involvement of heme- and Fe–S cluster-associated mitochondrial genes in mitochondrial energy metabolism in the liver and skeletal muscle of HF + SFC-fed mice.

**Figure 6:**
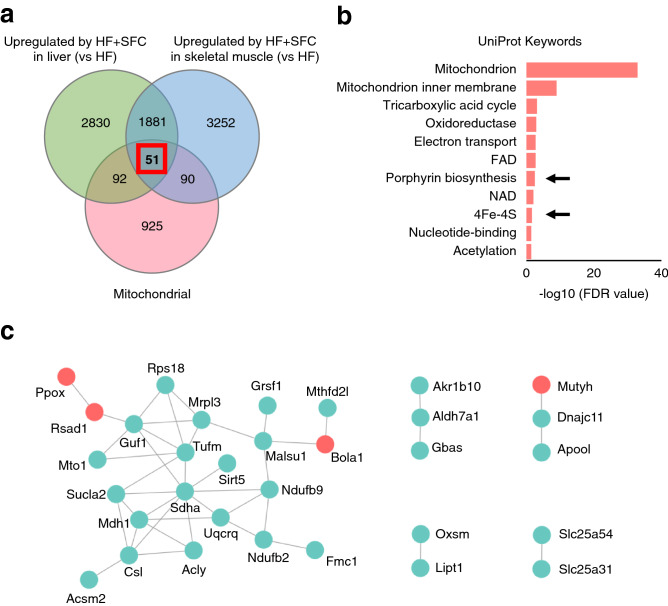
Iron supplementation alters the transcription of mitochondrial genes associated with the iron prosthetic groups in the liver and skeletal muscle. (**a**–**c**) Male C57BL/6J mice of 6 weeks of age were fed with each diet for 15 weeks as specified in Fig. 1. For each group, a mix of all sample cDNAs was used. (**a**) Venn diagrams showing upregulated expression of 51 mitochondrial genes in the liver and skeletal muscle of HF + SFC compared with HF (greater than or equal to 1.5-fold). Mitochondrial genes were based on the MitoCarta2.0 database. (**b**) STRING enrichment analysis of 51 upregulated mitochondrial genes in the liver and skeletal muscle of HF + SFC revealed in (**a**) (FDR < 0.05). Arrows point to the iron prosthetic groups related pathways. UniProt database was used. The analysis was performed by Cytoscape. (**c**) The STRING networks of 51 upregulated mitochondrial genes in the liver and skeletal muscle of HF + SFC revealed in (**a**). These networks are annotated with energy generation and ETC using BiNGO (*p* < 0.001). The iron prosthetic group related genes (red) and other genes (green) are shown. The analysis was performed by Cytoscape.

Furthermore, three genes in the main network—*Ppox, Bola1*, and *Rsad1*—are involved in heme or Fe–S clusters synthesis (Fig. 6c). Similarly, the heme skeleton porphyrin synthesis pathway was also upregulated with iron supplementation (Fig. 6b, Supplementary Fig. S2b). 

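In muscle, Ppox, which oxidises protoporphyrinogen in heme synthesis, had a signal of 422 in HF and 394 in HF + SFC on its brightest probe set, a ratio of 0.934. Bola1, which acts on mitochondrial iron-sulfur clusters, had 1072 and 1357 (1.27-fold), and Rsad1, a radical SAM protein that binds heme, had 400 and 450 (1.13-fold). Each gene had a dim probe set at 1.5-fold or more. That of Ppox read 3.70 in HF and 14.8 in HF + SFC (4.01-fold), that of Bola1 5.95 and 27.4 (4.61-fold), and that of Rsad1 3.02 and 4.80 (1.59-fold). Other dim probe sets of Ppox and Rsad1 were lower in HF + SFC, with ratios of 0.756 and 0.581. The median signal of all probe sets on the HF array was 67.4.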

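Genes of heme synthesis and mitochondrial heme export went both ways in muscle. Of 16 measured genes, 8 were higher and 8 lower in HF + SFC than in HF, with a median log2 ratio of -0.027. The highest were Slc25a39 (10010 in HF and 11890 in HF + SFC) and the transporter Abcb10 (631 and 746), and the lowest was Alas2 (160 and 103), the erythroid form of the first enzyme of the pathway and the only gene past 1.5-fold on its brightest probe set. Flvcr1, a heme exporter, had 1447 and 1131. Cox10, which makes heme O, had 1398 and 1454, and Bola3, which acts on Fe–S clusters, had 11738 and 12448. Other probe sets of Cox10 had ratios of 0.998 and 0.915, and those of Bola3 0.874 and 1.07. Genes of Fe–S cluster assembly were higher in 11 of 17 cases, with a median log2 ratio of 0.033. The highest were Bola1 at 0.34 and Nubpl at 0.31 on the log2 scale, and the lowest Nfu1 and Iba57 at -0.09. The lists hold Ppox, Rsad1 and Bola1, which the study chose from these arrays. The heme median lay at percentile 18.9 and the Fe–S median at percentile 53.0 of matched random lists. Without probe sets that can bind several transcripts, the heme median was 0.002.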

The results of qRT-PCR showed that iron supplementation significantly increased the expression of genes involved in the heme synthesis pathway, such as hydroxymethylbilane synthase (*Hmbs*) and farnesyltransferase cytochrome c oxidase assembly factor 10 (*Cox10*) in the liver and skeletal muscle compared with HF-fed mice (Fig. 7a,c). In addition, expression of genes involved in the Fe–S cluster assembly synthesis pathway, such as ATP-binding cassette sub-family B member 7 (*Abcb7*), iron–sulfur cluster assembly 2 homolog mitochondrial (*Isca2*), and/or bolA-like 3 (*Bola3*), were significantly increased by iron supplementation (Fig. 7a,c). Moreover, the mRNA expression levels of these genes involved in heme or Fe–S cluster synthesis were positively correlated with those involved in mitochondria and their ETC (Fig. 7b,d).

**Figure 7:**
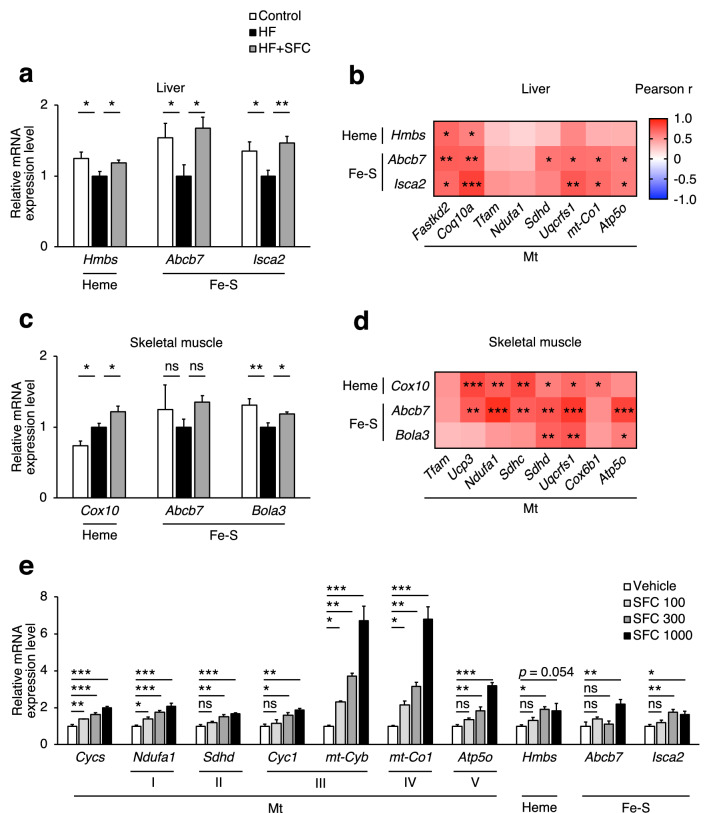
Iron supplementation upregulates the gene expression of iron prosthetic groups synthesis. (**a**–**d**) Male C57BL/6J mice of 6 weeks of age were fed with each diet for 15 weeks as specified in Fig. 1. (**a**, **c**) mRNA expression analysis related to the synthesis of heme (Heme) and Fe–S cluster (Fe–S) in (**a**) liver; and (**c**) skeletal muscle (*n* = 5–6). Data are expressed as mean ± SEM values. Statistical analysis was performed using a one-way ANOVA followed by Holm–Sidak’s post hoc test. *p < 0.05; **p < 0.01; *ns* not significant. (Significant differences vs. HF). (**b**, **d**) Correlation heatmap between relative mRNA expression levels of mitochondrial (Mt) related genes and Heme or Fe–S related genes in the (**b**) liver; and (**d**) skeletal muscle of HF and HF + SFC (*n* = 12). Data were analysed by Pearson correlation coefficient. *p < 0.05; **p < 0.01; ***p < 0.001. (**e**) Analysis of mRNA expression related to Mt, Heme, and Fe–S from primary hepatocytes isolated from 5-weeks-old male C57BL/6J mice cultured for 24 h (*n* = 4). These assay mediums were either supplemented with SFC 100 μM (SFC 100), SFC 300 μM (SFC 300), SFC 1000 μM (SFC 1000), or did not contain any supplements (Vehicle). All media contains 0.05% DMSO. Data are expressed as mean ± SEM values. Statistical analysis was performed via one-way ANOVA followed by Holm-Sidak’s post hoc test. *p < 0.05; **p < 0.01; ***p < 0.001; *ns* not significant. (Significant differences vs. Vehicle).

Furthermore, stimulation of mouse primary hepatocyte by iron triggered the expression of genes associated with mitochondrial ETC, heme synthesis and Fe–S cluster synthesis in a dose-dependent manner (Fig. 7e). These results suggest that iron supplementation may have increased iron prosthetic groups contained in the mitochondrial electron transport system, thereby improving mitochondrial function.

## Discussion

The current study administered iron to diet-induced obese mouse models to investigate the effect of iron supplementation on obesity and hepatic steatosis. We found that diet-induced weight gain and hepatic lipid accumulation were reduced by iron supplementation. Furthermore, we found that iron regulates mitochondrial signaling pathways—gene transcription of mitochondrial component molecule synthesis and their energy metabolism. Iron supplementation reduced morphological abnormalities of the mitochondria in skeletal muscle and increased the expression of genes related to mitochondrial ETC and energy metabolism in skeletal muscle and liver. The mechanism underlying these effects may be associated with the synthesis of iron prosthetic groups contained in the mitochondrial ETC (Fig. 8).

**Figure 8:**
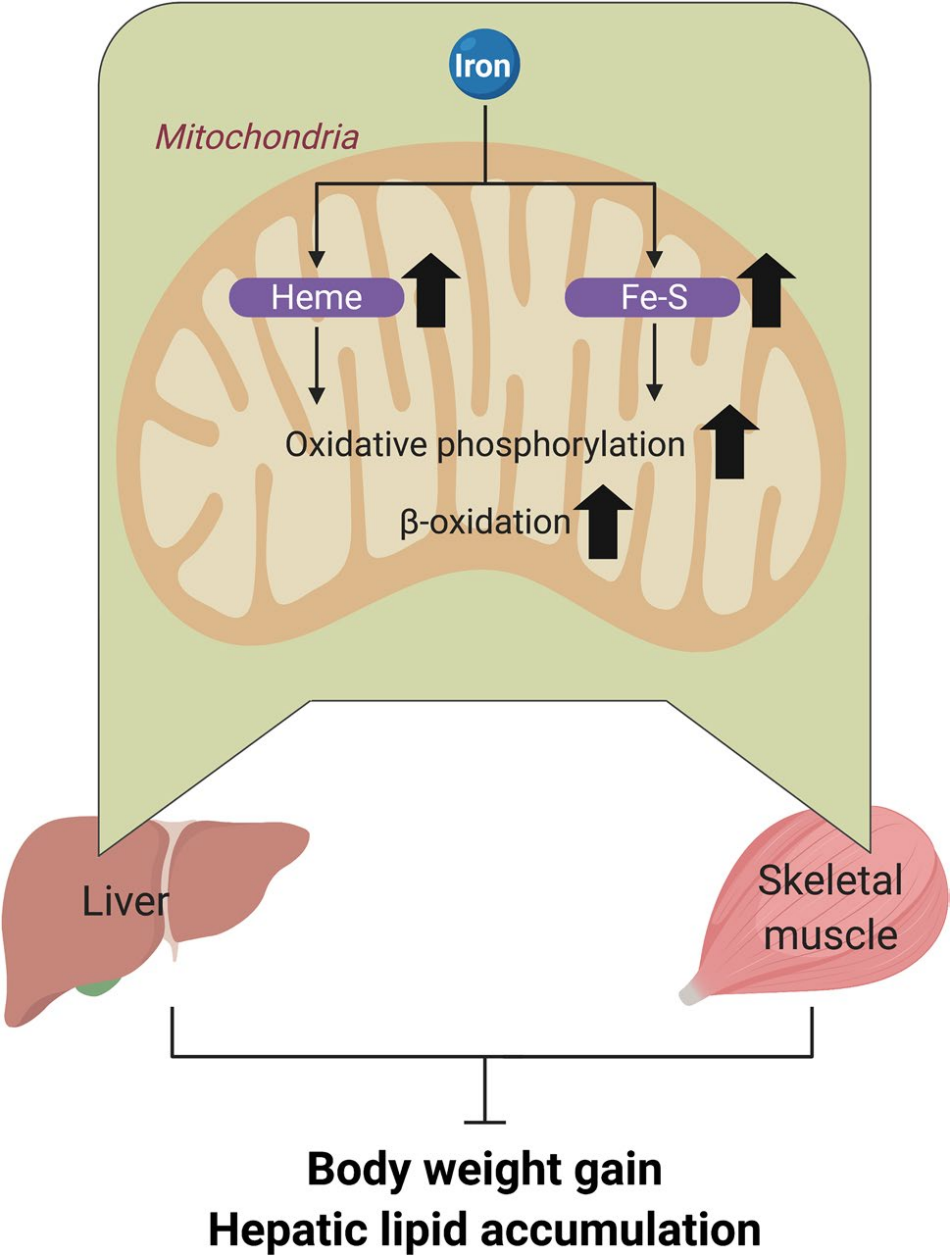
Suggested mechanism for the reduction in diet-induced weight gain and hepatic lipid accumulation by iron supplementation.

The liver, a major site for iron storage and lipid metabolism, plays a vital role in the interaction and control of these two metabolic pathways^20^. Previous studies have demonstrated that iron distribution in tissues is altered by obesity, and that hepatic iron storage is reduced in mice fed a high-fat diet^16,21,22^. In accordance, we also observed hepatic iron deficiency in HF-fed mice (Fig. 1a). Furthermore, it has also been shown that iron deficiency is associated with the progression of steatosis and cellular TG accumulation in the liver^7,23–25^. These symptoms are consistent with the liver phenotype of hepatic iron-deficient obese mice in our experiment (Fig. 3). These findings suggest that hepatic iron deficiency accompanying obesity may aggravate hepatic lipid metabolism abnormalities and steatosis. In addition, the present study revealed that iron supplementation reduced the increase in plasma and hepatic lipids (Figs. 2, 3). Overall, the new findings of the present study show that iron may regulate the liver lipid metabolism and that hepatic steatosis accompanied by iron deficiency may be reduced by iron supplementation.

Most iron in the mammalian cells is directed to heme or Fe–S cluster cofactor synthesis^26,27^, and mitochondria, a primary site for the synthesis of both, plays an important role in their regulation^27^. Many heme- and Fe–S cluster-containing proteins essential for ATP synthesis, such as ETC complex subunits and cytochromes, are present in mitochondria. Heme is required for complexes II, III, and IV to function properly^28^, while Fe–S clusters are contained in complexes I, II, and III^27^.

Accumulated evidence indicates that heme and Fe–S cluster synthesis pathways play an important role in maintaining mitochondria. Both heme levels and mitochondrial cytochrome c oxidase activity decrease with aging^29,30^. Moreover, deficiency of 5-aminolevulinate synthase (ALAS) 1, a rate-limiting factor of heme synthesis, induces diminished mitochondrial function in aged mice^31^. Similarly, mutations in other genes encoding heme synthesis are associated with mitochondrial diseases such as cytochrome c oxygenase deficiency^32^. Similar to the effect of mutations in the heme synthesis gene, mutations in genes involved in Fe–S cluster synthesis are implicated in mitochondrial diseases, such as the multiple mitochondrial dysfunction syndrome (MMDS)^33,34^, early onset of severe autosomal recessive disease causing various abnormal neurodevelopmental, lactic acidosis, and premature death.

Thus, the depletion of heme and Fe–S proteins may reduce the activity of the mitochondrial respiratory chain complex, causing mitochondrial dysfunction^29,35,36^. 

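In the muscle arrays, 9 of 16 genes of heme synthesis were lower and 7 higher in HF than in Control, with a median log2 ratio of -0.023. Alad, the enzyme of the second step of heme synthesis, was higher (882 in Control and 1535 in HF, 1.74-fold), as was Cpox, which forms protoporphyrinogen (533 and 852, 1.60-fold). Abcb10, a mitochondrial inner membrane transporter, was lower (955 and 631, 0.661-fold), and so was Rsad1 (527 and 400). These were the genes with the highest and lowest ratios, and Alad, Cpox and Abcb10 were the only ones past 1.5-fold on their brightest probe set. Of 17 genes of Fe–S cluster assembly, 12 were lower and 5 higher, with a median log2 ratio of -0.069, and none was past 1.5-fold on its brightest probe set. The lowest were the iron importer Slc25a28 (1784 in Control and 1419 in HF) and the co-chaperone Hscb (532 and 433), and the highest were the iron importer Slc25a37 (586 and 720) and Lyrm4 (631 and 713). Markers of other cells differed in the same comparison, with median log2 ratios of 0.46 for adipocytes, 0.37 for fibroblasts and matrix and 0.35 for leukocytes, -0.44 for slow fibres (11 of 14 lower) and -0.12 for fast fibres (all 17 lower). The beta-actin 3' to 5' ratio was 1.09 in Control and 1.52 in HF, and the Gapdh ratio 0.842 and 0.832. The median of the heme list lay at percentile 51.5 and that of the Fe–S list at percentile 21.5 of matched random lists. When all probe sets of a gene were averaged the heme median was 0.073, and with arrays centred on their medians it was -0.106, against -0.151 for the Fe–S list.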

Interestingly, in this study, the expression of genes involved in both heme and Fe–S cluster synthesis pathways decreased in skeletal muscle and liver of HF-fed mice, compared with that of Control-fed mice (data set have been submitted at NCBI's Gene Expression Omnibus GSE161644 and GSE161646). Therefore, the downregulation of mitochondrial heme and Fe–S cluster synthesis pathways may contribute to reduced mitochondrial function in high-fat diet-induced obesity sufferers.

Iron supplementation significantly elevated the expression of *Cox10*, the mutations of which are associated with mitochondrial disease, and *Bola3* and *Isca2*, the mutations of which are associated with MMDS and/or oxidative phosphorylation activity^33,37,38^ (Fig. 7a,c). These results indicate that upregulation of iron prosthetic group synthesis via iron supplementation may be central to improving mitochondrial function.

Comparing HF-fed mice and HF + SFC-fed mice, there was no difference in the intake of diet components except for iron (see Supplementary Tables S2 and S3 online). However, SFC contains ferrous iron (Fe^2+^), and the HF contains ferric iron (Fe^3+^), suggesting that different iron states may be a factor influencing iron absorption. Duodenal cytochrome B (*Dcytb*) reduces Fe^3+^ in HF to Fe^2+^, enabling effective iron absorption in the duodenum^39^, and it has been shown that high-fat diet feeding decreases duodenal *Dcytb* expression and thereby may contribute to iron deficiency^40^. In contrast, Fe^2+^ in SFC might not require the reduction by *Dcytb* and could be directly absorbed by divalent metal transporter 1 (*Dmt1*), which plays a major role in iron absorption^41^. Though it is difficult to conclude clearly from the results of this study, it suggests that the absorption of iron in SFC might not be inhibited by HF feeding.

Our study has a few limitations. First, absence of a Control + SFC group—Our study focused on clarifying the effects of iron with the diet-induced obesity model; it is difficult to establish whether there are effects of iron supplementation in the absence of HF feeding. Therefore, the effects of iron supplementation on other diets need to be carefully discussed.

Second, mice were housed by groups rather than individually, which is a weakness in the assessment of food and energy intake.

Third, the percentage of sucrose in the diet was different between the Control diet (35 kcal%) and HF diet (7 kcal%). Therefore, differences in sucrose intake may affect metabolism.

Fourth, HF-fed mice had significantly higher caloric intake than Control-fed mice (Fig. 1c), indicating that HF-fed mice ate more micronutrients than the Control-fed mice. Interestingly, HF-fed mice caused iron deficiency in the liver, despite higher intake of iron compared to Control-fed mice (Fig. 1a). However, the detailed mechanism, which is probably related to absorption and circulation, is unknown from our results.

Regarding liver effects, previous studies have indicated that iron deficiency in the liver may be attributed to obesity and hepatic steatosis, but iron overload may be responsible for the deterioration of NASH, which is caused by the progression of hepatic steatosis^42–44^. In the liver, iron overload may induce oxidative stress by producing free radicals, stimulate hepatic stellate cells, and increase collagen production, which can accelerate the progression of liver fibrosis^45^. In this study, the mouse diet-induced obesity models neither exhibited severe fibrosis nor reached NASH. Therefore, iron supplementation was effective, whereas iron supplementation in the NASH model could aggravate the oxidative stress and contribute to the development of NASH. Therefore, to put iron supplementation into practical use to improve energy metabolism and hepatic steatosis, it is important to consider whether iron supplementation will be effective or lead to deterioration, as observed in the NASH model. In the future, in addition to investigating the obesity model, an in-depth investigation into the effect of iron on the NASH model is required.

The above results indicate that the effect of iron may change according to internal conditions, such as the presence or absence of diseases, including obesity. Under conditions of functional iron deficiency, accompanied by impaired erythropoiesis and haemoglobin synthesis, normal or high dietary iron supplementation may cause pathological iron accumulation in tissues^46^. This suggests that iron supplementation may be beneficial or detrimental depending on physical conditions. Therefore, when supplementing patients with iron, it is prudent to priorly evaluate the patient’s iron accumulation levels and administer the appropriate amount of iron supplements. However, complications of iron deficiency and chronic diseases make it difficult to diagnose iron status clearly^47^. Serum ferritin, serum iron, total iron-binding capacity (TIBC), and transferrin levels, the common biomarkers for iron deficiency, fluctuate with an acute and chronic infection or inflammation^47^. Therefore, the development of biomarkers beneficial for iron deficiency with chronic disease complications, including obesity, should be explored. Several current therapeutic strategies for chronic diseases are aimed at targeting muscle mitochondria to increase energy metabolism efficiency. It has been suggested that supplementing optimal iron may be important for an appropriate response to such attempts, and particularly in T2DM, the need for detailed studies on iron substitution has been discussed^48^. Our study shows that iron supplementation could be an effective strategy to prevent the progression of obesity and hepatic steatosis, which may serve to advance studies on iron and energy metabolism, for which many unclear mechanisms remain.

## Methods

### Animal experiments

This study was approved by the institutional review board at Keio University. All experiments were performed in accordance with the Keio University animal experimentation guidelines. All animal studies were carried out in compliance with the ARRIVE guidelines. Five-week-old male C57BL/6J mice (Japan SLC, Inc., Shizuoka, Japan) were acclimated for 1 week. At 6 weeks of age, their diets were changed to an open source control or HF diet with or without iron supplementation. Body weight and food intake were measured weekly. The open source control diet (D12450B) contained 10 kcal% fat, 20 kcal% protein, and 70 kcal% carbohydrates, whereas the HF diet (D12492) contained 60 kcal% fat, 20 kcal% protein, and 20 kcal% carbohydrates (Research Diets, Inc., New Brunswick, NJ, USA). Both the open source control diet and HF diet originally contained iron (see Supplementary Table S3 online). Iron supplemented mice were fed with 0.023% (w/w) SFC (Komatsuya, Osaka, Japan) simultaneously as the HF diet. These food compositions are shown in the Supplementary Tables S2 and S3 online. Mice always had free access to food and water. After 7 weeks of each diet, body temperature of the rectum was measured using a thermo-register for mice (AD-1687) (A&D, Tokyo, Japan). After 8 weeks of each diet, glucose parameters were measured. After 15 weeks of each diet, mice were fasted for 4 h and anesthetized with isoflurane, and tissues were collected. Each tissue was weighed and then rapidly frozen in liquid nitrogen. It was then used for RNA isolation, lipid, iron, and ATP measurements, and histological analysis. The facility where all the mice were housed had a 12-h light (from 8 a.m. to 8 p.m.)-dark (from 8 p.m. to 8 a.m.) cycle and temperature control at 23–25 ℃.

### Biochemistry and determination of glucose and lipids

After 8 weeks of each treatment, blood and plasma were collected from the tail of mice fasted for 6 h from 8 a.m. to 2 p.m. to measure glucose and insulin. Blood glucose was measured using Life check (GUNZE Limited, Osaka, Japan). Blood was heparinized, and plasma insulin concentrations were measured using ELISA (Morinaga Institute of Biological Science, Inc., Kanagawa, Japan). After 15 weeks of each treatment, plasma was collected from the vena cava of mice fasted for 4 h from 6 a.m. to 10 a.m. and lipids were measured. Plasma triglycerides (TG) and total cholesterol (T-Cho) were measured using commercial enzymatic assay kits. Enzymatic assay kits used were as follows: TG—Determiner L (Kyowa Medex, Tokyo, Japan); and T-Cho—Cholesterol E-test Wako (Wako, Osaka, Japan). Liver lipid measurements were performed as described previously^49^. Briefly, lipids were extracted from the liver using the Folch method^50^. Approximately 50 mg of the center of each tissue sample was cut out from samples stored at − 80 °C. Each tissue sample was homogenized in methanol at room temperature. The same amount of chloroform (as methanol) was added to the extract. The extract was washed with ultrapure water and centrifuged at 15,000 rpm. The lower layer was transferred to a new tube and dried for one week to evaporate the chloroform. The dried product was resuspended in isopropanol and used for lipid measurements. As in the measurement of plasma lipids, liver TG was measured using Determiner L (Kyowa Medex, Tokyo, Japan), and liver T-Cho was measured using the Cholesterol E-test Wako (Wako, Osaka, Japan). Multiskan FC (Thermo Fisher Scientific, Waltham, MA, USA) was used for data measurement.

### mRNA expression analysis by qRT-PCR

RNeasy Fibrous Tissue Mini Kit (Qiagen, Hilden, Germany) was used to extract skeletal muscle total RNA, and RNeasy Mini Kit (Qiagen, Hilden, Germany) was used for other tissues. Total RNA was extracted from the tissue cryopreserved with liquid nitrogen according to the kit’s instructions. Next, cDNA was synthesised according to the instructions using a kit of PrimeScript RT Master Mix (TaKaRa, Siga, Japan). Gene expression was measured by real-time PCR using synthesised cDNA. SYBR Premix Ex Taq II (TaKaRa, Siga, Japan) and THUNDERBIRD SYBR qPCR Mix (Toyobo, Osaka, Japan) were used according to the kit’s instructions. Measurements were performed via PikoReal and QuantStudio 5 (Thermo Fisher Scientific, Waltham, MA, USA). The primer set sequences are listed in the Supplementary Table S4 online.

### Microarray analysis

Liver and skeletal muscle total RNA and cDNA were prepared as described above. The microarray was performed on an Affymetrix GeneChip Mouse Genome 430 2.0 Array, and data analysis was performed using TAC Software (Thermo Fisher Scientific, Waltham, MA, USA), version 4.0, GSEA, version 3.0, Venny, version 2.1.0, and Cytoscape, version 3.8.0. TAC analysis used the WikiPathways database, and GSEA analysis used MSigDB, version 6.2 and 7.2. Cytoscape analysis used UniProt database and stringApp, version 1.5.1 for enrichment analysis; and Gene Ontology database and BiNGO, version 3.0.4 for network annotation. Mitochondrial genes were based on MitoCarta2.0.

### Measurement of iron levels

Intracellular iron concentration was measured using Metallo Assay Kit (Metallogenics, Chiba, Japan). To measure the intracellular iron concentration, approximately 50 mg of the center of each tissue sample was cut out from samples stored at − 80 °C. Each tissue was homogenized in ice-cold T-PER Tissue Protein Extraction Reagent (potentially containing 25 mM bicine and 150 mM NaCl [pH 7.6]) (Thermo Fisher Scientific, Waltham, MA, USA), and 1 M hydrochloric acid was added to the supernatant to obtain a concentration of 0.01 M. The supernatant obtained by centrifugation at 10,000 rpm was used for measurements. Intracellular iron concentration was corrected for the actual amount of protein. Varioskan LUX (Thermo Fisher Scientific, Waltham, MA, USA) was used for data measurement.

### Measurement of ATP levels

Intracellular ATP level was measured using ''Tissue'' ATP assay Kit (Toyo B-Net Co., Ltd., Tokyo, Japan) based on the luciferase luminescence method according to the kit's instructions. For measurements, liver and skeletal muscle were preferentially collected after blood sampling, rapidly frozen in liquid nitrogen, and stored at − 80 °C. Briefly, approximately 20 mg of each tissue was homogenized in homogenate buffer on ice and supernatant was used for this assay. Varioskan LUX (Thermo Fisher Scientific, Waltham, MA, USA) was used for data measurement. The ATP level was normalized by mtDNA content. The mtDNA content was measured as described previously^51^.

### Histological analysis and Transmission Electron Microscopy (TEM)

To perform hematoxylin and eosin (H&E) staining, collected liver tissues were fixed using 10% neutral buffered formalin immediately. Then tissue sections were prepared by embedding in paraffin. To perform Oil Red O staining, frozen sections were prepared using the collected liver tissue. These staining procedures were performed according to standard methods. Photographs were taken with a microscope camera (Moticam 1080; Shimadzu RIKA, Tokyo, Japan). ImageJ, version 1.52a was used to describe the scale bar. For electron microscope analysis, collected gastrocnemius tissues were fixed immediately using 2.5% glutaraldehyde in 0.1 M phosphate buffer (pH 7.4). To make tissue sections, these samples were dehydrated with ethanol, embedded in epoxy resin and then sliced using a microtome with a diamond knife. Uranyl acetate and lead citrate were prepared, and tissue sections collected on mesh grids were stained. Gastrocnemius morphology and mitochondria were observed using an electron microscope (1230 EXII; JEOL, Tokyo, Japan). Images of tissue sections were taken with a Gatan bio scan camera model 792.

### Cell culture

Hepatocytes were collected from five-weeks-old male C57BL/6J mice (Japan SLC, Inc., Shizuoka, Japan) given MF diet (Oriental Yeast Co., Ltd., Tokyo, Japan). Mice were anaesthetised, and the liver was perfused with a liver perfusion medium (Gibco) and then with a liver digest medium (Gibco) (both flow rate 5 mL/min). The liver was subdivided in L-15 medium (Gibco) to separate hepatocytes. Hepatocytes were washed twice with L-15 medium and then washed three times with hepatocyte wash medium (Gibco). Hepatocytes were isolated by centrifugation at 500 rpm for 3 min at 4 ℃, resuspended in William's Medium E (Gibco), supplemented with 10% FBS, 100 units/mL penicillin and 100 µg/mL streptomycin (Wako, Osaka, Japan), and plated at a density of 8 × 10^4^ cells/cm^2^. Plates coated with rat tail collagen I was used. Cells were incubated under conditions of 37 ℃ and 5% CO_2_. After 4 h, the medium was replaced with Dulbecco's modified eagle medium (DMEM) supplemented with 10% (v/v) FBS, 100 units/mL penicillin, 100 µg/mL streptomycin, 0.5 µM dexamethasone, and 0.4 µM insulin. After 18 h, the medium was replaced with assay medium and further incubated for 24 h. The replacement media were DMEM containing 10% (v/v) FBS, 100 units/mL penicillin, 100 µg/mL streptomycin and 0.05% dimethyl sulfoxide (DMSO), either supplemented with or without SFC. Cells were harvested, and total RNA was isolated using Sepasol-RNA I Super G (Nacalai tesque, Kyoto, Japan) according to the kit’s instructions, and used for evaluation of the expression of genes associated with mitochondrial ETC, heme and Fe–S cluster synthesis.

### Statistical analysis

Graph Pad Prism, version 8.4.3 was used for statistical analysis. Grubbs test was used to identify outliers. Outliers were excluded from the original data. One-way analysis of variance followed by post-hoc Holm–Sidak’s test was performed to determine statistical significance. This test was performed using HF or Vehicle as a control. Values are expressed as mean ± SEM. Results showing two-tailed *p*-values < 0.05 were considered statistically significant.

## Supplementary Information

Supplementary Information.

## Data Availability

Microarray data set have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE161644 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161644) and GSE161646 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161646). The datasets generated and analysed during the current study are available from the corresponding author on reasonable request.

## References

[1] Aigner E, Feldman A, Datz C (2014). Obesity as an emerging risk factor for iron deficiency. Nutrients.

[2] Forbes JM, Cooper ME (2013). Mechanisms of diabetic complications. Physiol. Rev..

[3] Wenzel BJ, Stults HB, Mayer J (1962). Hypoferraemia in obese adolescents. Lancet Lond. Engl..

[4] Siddique A, Nelson JE, Aouizerat B, Yeh MM, Kowdley KV (2014). Iron deficiency in patients with nonalcoholic fatty liver disease is associated with obesity, female sex, and low serum hepcidin. Clin. Gastroenterol. Hepatol. Off. Clin. Pract. J. Am. Gastroenterol. Assoc..

[5] Gong L (2014). Weight loss, inflammatory markers, and improvements of iron status in overweight and obese children. J. Pediatr..

[6] Tussing-Humphreys LM (2010). Decreased serum hepcidin and improved functional iron status 6 months after restrictive bariatric surgery. Obesity.

[7] Bartholmey SJ, Sherman AR (1985). Carnitine levels in iron-deficient rat pups. J. Nutr..

[8] Davis MR (2012). Enhanced expression of lipogenic genes may contribute to hyperglycemia and alterations in plasma lipids in response to dietary iron deficiency. Genes Nutr..

[9] Datz C, Felder TK, Niederseer D, Aigner E (2013). Iron homeostasis in the metabolic syndrome. Eur. J. Clin. Invest..

[10] Stugiewicz M (2016). The influence of iron deficiency on the functioning of skeletal muscles: Experimental evidence and clinical implications. Eur. J. Heart Fail..

[11] Hoes MF (2018). Iron deficiency impairs contractility of human cardiomyocytes through decreased mitochondrial function. Eur. J. Heart Fail..

[12] de Mello AH, Costa AB, Engel JDG, Rezin GT (2018). Mitochondrial dysfunction in obesity. Life Sci..

[13] Wei Y, Rector RS, Thyfault JP, Ibdah JA (2008). Nonalcoholic fatty liver disease and mitochondrial dysfunction. World J. Gastroenterol..

[14] Camaschella C (2015). Iron-deficiency anemia. N. Engl. J. Med..

[15] Torrance JD, Charlton RW, Schmaman A, Lynch SR, Bothwell TH (1968). Storage iron in `muscle’. J. Clin. Pathol..

[16] Padda RS (2014). A high-fat diet modulates iron metabolism but does not promote liver fibrosis in hemochromatotic Hjv−/− mice. Am. J. Physiol. Gastrointest. Liver Physiol..

[17] Satoh A (2013). Sirt1 extends life span and delays aging in mice through the regulation of Nk2 homeobox 1 in the DMH and LH. Cell Metab..

[18] García-Ruiz I (2014). High-fat diet decreases activity of the oxidative phosphorylation complexes and causes nonalcoholic steatohepatitis in mice. Dis. Model. Mech..

[19] Li X, Higashida K, Kawamura T, Higuchi M (2018). Time course of decrease in skeletal muscle mitochondrial biogenesis after discontinuation of high-fat diet. J. Nutr. Sci. Vitaminol. (Tokyo).

[20] Ahmed U, Latham PS, Oates PS (2012). Interactions between hepatic iron and lipid metabolism with possible relevance to steatohepatitis. World J. Gastroenterol. WJG.

[21] Orr JS (2014). Obesity alters adipose tissue macrophage iron content and tissue iron distribution. Diabetes.

[22] Jiang S (2019). Long-term high-fat diet decreases hepatic iron storage associated with suppressing TFR2 and ZIP14 expression in rats. FASEB J..

[23] Sherman AR, Guthrie HA, Wolinsky I, Zulak IM (1978). Iron deficiency hyperlipidemia in 18-day-old rat pups: Effects of milk lipids, lipoprotein lipase, and triglyceride synthesis. J. Nutr..

[24] Sherman AR, Bartholmey SJ, Perkins EG (1982). Fatty acid patterns in iron-deficient maternal and neonatal rats. Lipids.

[25] Sherman AR (1978). Lipogenesis in iron-deficient adult rats. Lipids.

[26] Muckenthaler MU, Rivella S, Hentze MW, Galy B (2017). A red carpet for iron metabolism. Cell.

[27] Barupala DP, Dzul SP, Riggs-Gelasco PJ, Stemmler TL (2016). Synthesis, delivery and regulation of eukaryotic heme and Fe–S cluster cofactors. Arch. Biochem. Biophys..

[28] Alam MM, Lal S, FitzGerald KE, Zhang L (2016). A holistic view of cancer bioenergetics: mitochondrial function and respiration play fundamental roles in the development and progression of diverse tumors. Clin. Transl. Med..

[29] Bitar M, Weiner M (1983). Modification of age-induced changes in heme and hemoproteins by testosterone in male rats. Mech. Ageing Dev..

[30] Hayashi J (1994). Nuclear but not mitochondrial genome involvement in human age-related mitochondrial dysfunction. Functional integrity of mitochondrial DNA from aged subjects. J. Biol. Chem..

[31] Saitoh S (2018). 5-aminolevulinic acid (ALA) deficiency causes impaired glucose tolerance and insulin resistance coincident with an attenuation of mitochondrial function in aged mice. PLoS ONE.

[32] Alfadhel M (2011). Infantile cardioencephalopathy due to a COX15 gene defect: Report and review. Am. J. Med. Genet. A..

[33] Al-Hassnan ZN (2015). ISCA2 mutation causes infantile neurodegenerative mitochondrial disorder. J. Med. Genet..

[34] Xu W, Barrientos T, Andrews NC (2013). Iron and copper in mitochondrial diseases. Cell Metab..

[35] Atamna H, Killilea DW, Killilea AN, Ames BN (2002). Heme deficiency may be a factor in the mitochondrial and neuronal decay of aging. Proc. Natl. Acad. Sci. USA.

[36] Diaz F, Enríquez JA, Moraes CT (2012). Cells lacking rieske iron–sulfur protein have a reactive oxygen species-associated decrease in respiratory complexes I and IV. Mol. Cell. Biol..

[37] Cameron JM (2011). Mutations in iron–sulfur cluster scaffold genes NFU1 and BOLA3 cause a fatal deficiency of multiple respiratory chain and 2-oxoacid dehydrogenase enzymes. Am. J. Hum. Genet..

[38] Tajima K (2019). Mitochondrial lipoylation integrates age-associated decline in brown fat thermogenesis. Nat. Metab..

[39] McKie AT (2008). The role of Dcytb in iron metabolism: An update. Biochem. Soc. Trans..

[40] Sonnweber T (2012). High-fat diet causes iron deficiency via hepcidin-independent reduction of duodenal iron absorption. J. Nutr. Biochem..

[41] Shawki A (2015). Intestinal DMT1 is critical for iron absorption in the mouse but is not required for the absorption of copper or manganese. Am. J. Physiol. Gastrointest. Liver Physiol..

[42] Bacon BR, Farahvash MJ, Janney CG, Neuschwander-Tetri BA (1994). Nonalcoholic steatohepatitis: An expanded clinical entity. Gastroenterology.

[43] George DK (1998). Increased hepatic iron concentration in nonalcoholic steatohepatitis is associated with increased fibrosis. Gastroenterology.

[44] Fargion S (2001). Hyperferritinemia, iron overload, and multiple metabolic alterations identify patients at risk for nonalcoholic steatohepatitis. Am. J. Gastroenterol..

[45] Harrison SA, Bacon BR (2003). Hereditary hemochromatosis: Update for 2003. J. Hepatol..

[46] Thomas C, Thomas L (2002). Biochemical markers and hematologic indices in the diagnosis of functional iron deficiency. Clin. Chem..

[47] Skikne BS (2011). Improved differential diagnosis of anemia of chronic disease and iron deficiency anemia: A prospective multicenter evaluation of soluble transferrin receptor and the sTfR/log ferritin index. Am. J. Hematol..

[48] Dziegala M (2018). Iron deficiency as energetic insult to skeletal muscle in chronic diseases. J. Cachexia Sarcopenia Muscle.

[49] Watanabe M (2004). Bile acids lower triglyceride levels via a pathway involving FXR, SHP, and SREBP-1c. J. Clin. Invest..

[50] Folch J, Lees M, Stanley GHS (1957). A simple method for the isolation and purification of total lipides from animal tissues. J. Biol. Chem..

[51] Quiros PM, Goyal A, Jha P, Auwerx J (2017). Analysis of mtDNA/nDNA ratio in mice. Curr. Protoc. Mouse Biol..

How the deposited data were processed for this re-analysis (not part of the article)

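Gastrocnemius muscle of Control, HF and HF + SFC mice was measured with 1 array per group, each of a mix of all samples of the group. The authors deposited MAS5 intensities on a linear scale, scaled so that the mean after trimming of 2% at each end was 499.8 on every array. The submitters' processing notes name MAS5 without a version, and no detection calls were used here. Liver arrays, MitoCarta2.0 and the supplementary tables were not used here, and some genes were not analysed here.

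Probe sets were named through the array annotation, with symbols updated by gene ID through a RefSeq table of assembly GRCm38.p6, used for names only. Of 45101 probe sets, 64 were controls, 34945 had 1 gene symbol, 932 had several and 9160 had none. A gene ID matched the table for 34741 probe sets, and the older symbol was kept for the rest. Log2 ratios were taken from the deposited values with no added offset, from the brightest probe set of each of 18194 genes. Counts of genes took any probe set at 1.5-fold or more, since the paper gives that threshold and no rule for genes with several probe sets. Gene lists of mitochondrial pathways, cell types and other processes were written from textbook knowledge, 43 in all. The 544 mitochondrial genes are those of the mitochondrial lists. These also hold some genes whose proteins act outside mitochondria, such as Acaa1a, Acsl3 and Mdh1. The lists, the comparisons, the alternatives and the rule for named genes were fixed before the data were examined. Named genes come from the muscle genes of the paper's text and of Figs 4g, 5i, 6c and 7c (those of Fig. 6c mostly given as tallies), the 10 highest and 10 lowest ratios in each comparison among genes with a signal above the 75th percentile on either array, and in each reported list the highest and lowest ratios among members above the median signal. Genes of the figures were read from the pictures.

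As each group had 1 pooled sample, no statistical test was run. A list's median log2 ratio was set among 10000 random lists drawn from 20 bins of mean signal. The overlap of genes lower in HF and higher in HF + SFC was set beside 10000 shuffles of each gene's 3 values between the arrays, and its share was given a 95% Wilson interval. The alternatives were the mean of all probe sets (for counts, the brightest only), quantile normalization, median centring, an offset of 50, a filter on probe sets below the array median, removal of probe sets that can bind several transcripts, and a 2-fold threshold. The steps were tested on simulated data with the signals of 18194 genes. A list of 80 genes shifted by 0.1 on the log2 scale between HF and HF + SFC reached percentile 100.0, and 95.0% of 200 lists with no shift lay in the middle 95%. In the simulated overlap, 60 of 500 genes made 2-fold lower on the middle array gave a share of 71.1%, above the 97.5th percentile of shuffles at 70.2% and below their highest value of 78.7%, so that the shuffles detect only a large excess. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The number of arrays limits the precision of every value.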

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

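The values here compare HF with Control in gene groups listed outside the mitochondrial lists, and were singled out because their median log2 ratio lay outside the middle 95% of matched random lists. This held for 8 of 27 such lists. Their percentiles come from 20 bins of signal and were not checked with 100 bins or after quantile normalization. For the respiratory chain in the same comparison, those checks moved the percentile from 1.8 to 13.2 and 24.0. The differences were given no statistical test, since each group had 1 pooled sample. The beta-actin 3' to 5' ratio of the HF array was 1.52 against 1.09 for Control, and the Gapdh ratio 0.832 against 0.842.

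Adipocyte markers had a median log2 ratio of 0.46 over 16 genes, with leptin (Lep) at 45.8 in Control and 592 in HF. Fibroblast and extracellular matrix markers had a median of 0.37, and all 24 genes were higher in HF. Markers of macrophages and other leukocytes had a median of 0.35, with 21 of 23 genes higher. Slow fibre markers had a median of -0.44, with 11 of 14 lower in HF, and fast fibre markers a median of -0.12, with all 17 lower in HF. Lipid-induced PPAR target genes had a median of 0.11, with 14 of 24 higher, and the list shares genes with the beta-oxidation list and holds Ucp3, which the paper discusses. Genes of the unfolded protein response had a median of 0.12, with 15 of 20 higher. Muscle growth and atrophy genes had a median of -0.15, with 16 of 24 lower, among them the ubiquitin ligase Fbxo32 at 13710 in Control and 8834 in HF.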

How the results depend on the processing

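No paired analysis was possible because each group had 1 array and no result comes from a statistical test. Of the alternatives, 56 values moved little, 24 moved and 3 changed sign. The respiratory chain median for HF + SFC against HF was 0.099 with the mean of all probe sets and 0.036 after quantile normalization, and for HF against Control it was -0.026 after quantile normalization and -0.157 after median centring. Median centring gave -0.106 for heme synthesis and -0.151 for Fe–S assembly in HF against Control. With the mean of all probe sets, beta-oxidation (HF + SFC against HF) was -0.007 and heme synthesis (HF against Control) 0.073, and without probe sets that can bind several transcripts heme synthesis (HF + SFC against HF) was 0.002. The cause was not tested. Mitochondrial genes higher in HF + SFC numbered 12 with the brightest probe set only, 24 with 50 added, 16 with only probe sets above the array median and 44 at 2-fold. Those lower in HF numbered 21, 26, 28 and 45, and the overlap 6, 6, 8 and 27. The share was 28.6% with the brightest probe set only, 23.1% with 50 added and 28.6% with only probe sets above the array median. All genes higher in HF + SFC numbered 2484, 1306 and 1192 under the same settings. These counts fell as dim probe sets were left out or damped, as those settings are built to do. Signal near background may limit the counts.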

Differences from the paper's values

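The share of mitochondrial genes lower in HF and higher in HF + SFC was 53.9% here and 52.24% in the paper, over different gene lists. Of the alternatives set before the data were examined, the brightest probe set only (28.6%), an offset of 50 (23.1%) and a filter on dim probe sets (28.6%) gave shares that differed from the paper's by more than 1.5-fold, while quantile normalization (54.1%), median centring (51.6%), removal of probe sets that can bind several transcripts (57.4%) and a 2-fold threshold (60.0%) did not. Genes at least 1.5-fold higher in HF + SFC numbered 4810 here and about 5300 in Fig. 6a, read by eye.

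The paper colours 9 genes measured here on its muscle pathway map as upregulated. On the brightest probe set of each gene 1 of the 9, Slc25a14, was at least 1.5-fold higher, 8 of the 9 had a ratio above 1 and Atpif1 had 0.909. Counting any probe set, which is the main rule for counts here, calls all 9. The paper states that the porphyrin synthesis pathway was upregulated with iron supplementation, in part from genes upregulated in both liver and skeletal muscle. The gene list used here is a different one and was measured in muscle alone. Here 8 of 16 genes of heme synthesis were higher and 8 lower in muscle, and Ppox had a ratio of 0.934 on its brightest probe set and 4.01 on a dim one, which the any probe set rule calls. The paper states from qRT-PCR that genes of the electron transport chain were increased in muscle of HF-fed mice. On the arrays the ratio of HF to Control was 0.944 for Sdhc, 0.926 for Cox6b1 and 0.952 for Atp5o on the brightest probe sets, and 65 of 82 subunits were lower. The list's median lay at percentile 1.8 of matched random lists, at 13.2 with 100 bins of signal (9.9 without its own members, both chosen after the result was seen) and at 24.0 after quantile normalization. Dimmer probe sets of Sdhd, Sdhc and Atp5o gave 1.63, 1.26 and 1.03, and that of Cox6b1 gave 0.942. In the same comparison, adipocyte, fibroblast and leukocyte markers were higher in HF, with medians of 0.46, 0.37 and 0.35. Fibre markers were lower, with medians of -0.44 for slow fibres (11 of 14 lower) and -0.12 for fast fibres (all 17 lower). The beta-actin 3' to 5' ratio was 1.09 in Control and 1.52 in HF, and the Gapdh ratio 0.842 and 0.832. None of these was tested as a cause. Cox10, which Fig. 7c shows higher in HF than in Control, had a ratio of 0.919 on its brightest probe set. Its other probe sets gave 0.945 and 1.39.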

Other observations

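Of the tests of explanations here, none of which compares groups statistically, the match in 100 narrow bins of signal, the same match without the list's own members and the percentile after quantile normalization were chosen after the result was seen. In HF + SFC against HF, the lowest ratios of the 6892 genes with a bright signal on either array were those of Cish, Socs3, Ss18l1 and Socs2, in that order. Cish had 1107 in Control, 2008 in HF and 638 in HF + SFC, Socs3 had 163, 449 and 167, and Socs2 had 968, 1429 and 684. The other probe sets of Socs3 above the median had log2 ratios of -2.0 to -1.13, and those of Socs2 -0.96 to 0.4. Ss18l1 had a ratio of 0.425, and the next lowest were Tatdn1, Htra4, Usp53, Cmtm6, Zfp958 and Fam219a. Other probe sets above the median did not share the direction for Usp53 (0.32), Cmtm6 (0.06) and, in part, Tatdn1 (-0.03 to 0.92). The highest were Polr3k at 2.69, Gm13306, Armcx4, Sln at 1.97, Cited4, Basp1, Polr3f, Plekhh1, Aasdh and Zmynd8. Sln, an inhibitor of the sarcoplasmic reticulum calcium pump, had 732 in Control, 307 in HF and 606 in HF + SFC. For Polr3k, the 3 other probe sets above the median had log2 ratios of -0.31 to 0.09, for Polr3f -0.66 to -0.09, for Aasdh -0.44 and for Zmynd8 -0.18 to 0.79.

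In HF against Control, the highest genes were Lep at 12.9, Hp at 9.29, BC048679, Adipoq at 5.15, Tmem45b, Cidec at 4.33, Cdo1, Mybph, Cd1d1 and Sncg. Of these, Lep, Adipoq and Cidec are in the adipocyte list. Adipoq had 901 in Control, 4637 in HF and 2915 in HF + SFC. The lowest were Dock1 at 0.321, Polr3k, Wdr48, Armcx4, 8430426J06Rik, Sln, Plet1os, Dusp26, Gpat3 and Gadd45a at 0.520. Other probe sets above the median had log2 ratios of -0.07 to 0.3 for Polr3k and -0.49 to -0.1 for Wdr48, against -1.47 and -1.28 on the brightest. Over all 43 lists, 7 lay outside the middle 95% of random lists for HF + SFC against HF and 11 for HF against Control.

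The count of genes at 1.5-fold or more in HF + SFC may come largely from probe sets near background. With 1 probe set per gene, 31.5% of genes below the median signal passed, against 0.269% above the 75th percentile. Odorant receptors, which muscle is not known to use widely, passed in 28.2% of 39 cases, against 13.4% of mitochondrial genes and 26.4% of all genes, and 53.8% of them were at least 1.5-fold lower. A biological change in weakly expressed genes was not tested and stays open.

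The return of mitochondrial genes may come from chance lows of the shared HF array. Shuffling each gene's 3 values between the arrays gave a median share of 55.7%, against 53.9% observed and 65.0% over all genes. With Control in the place of HF, 46 genes were lower there than on both other arrays (54.8% of those lower than in HF), and with HF + SFC in its place 42 (53.8%). The whole list was slightly lower in HF than in Control (median -0.069, percentile 0.0) and slightly higher in HF + SFC than in HF (0.049, percentile 99.8), and these medians share the HF array too. The percentiles come from 20 bins of signal and were not checked with 100 bins or after quantile normalization. Fibre markers moved the same way (slow -0.44 and 0.28, fast -0.12 and 0.21). Adipocyte markers had medians of 0.46 and -0.093, the second with 11 of 16 lower and at percentile 5.0 of matched random lists. The HF array also had the highest beta-actin 3' to 5' ratio (1.52), but not the highest Gapdh ratio (0.832, against 0.842 in Control and 0.820 in HF + SFC). None of these was tested as a cause. The shuffles detect only a large excess, so an effect of iron on these genes stays open.

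The small shift of the respiratory chain in HF + SFC stays open between a difference in muscle and a difference between arrays. A rise was not limited to mitochondrial lists. Genes of cytosolic ribosomal proteins, with a median signal of 16200 in HF, had a median log2 ratio of 0.092 (36 of 50 higher), at percentile 97.4. Genes of glycolysis and of the proteasome had 0.065 and 0.036, at percentiles 75.2 and 40.3. Slow fibre markers had a median log2 ratio of 0.28, but fast fibre markers were higher too, at 0.21, so a shift from fast to slow fibres cannot be told apart from other causes by these markers. Among random lists from 100 narrow bins of signal, whose own median was 0.098, the respiratory chain median lay at percentile 97.0, and at 99.2 when its own members were left out of the pool (random median 0.088), while after quantile normalization it lay at percentile 93.3. The HF array also had the highest beta-actin 3' to 5' ratio (1.52, against 1.09 and 1.15). In HF + SFC against HF, adipocyte markers had a median of -0.093 (11 of 16 lower) and fibroblast markers -0.058 (15 of 24 lower). These medians lay at percentiles 5.0 and 2.6 of matched random lists, above the lower bound of 2.5 used here to single out lists. Neither the beta-actin ratio nor these markers were tested as a cause. An effect of iron on the respiratory chain, which the design names, remains a hypothesis with 1 array per group.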
